# A Transcriptomic Analysis Reveals Novel Patterns of Gene Expression During 3T3-L1 Adipocyte Differentiation

**DOI:** 10.3389/fmolb.2020.564339

**Published:** 2020-09-16

**Authors:** Wuping Sun, Zhijian Yu, Shaomin Yang, Changyu Jiang, Yanbo Kou, Lizu Xiao, Shuo Tang, Tao Zhu

**Keywords:** 3T3-L1 adipocyte, adipogenesis, adipocyte differentiation, RNA sequencing, gene expression, obesity, hypertrophy, hyperplasia

## Abstract

**Background:**

Obesity is characterized by increased adipose tissue mass that results from increased fat cell size (hypertrophy) and number (hyperplasia). The molecular mechanisms that govern the regulation and differentiation of adipocytes play a critical role for better understanding of the pathological mechanism of obesity. However, the mechanism of adipocyte differentiation is still unclear.

**Objective:**

The present study aims to compare the gene expression changes during adipocyte differentiation in the transcriptomic level, which may help to better understand the mechanism of adipocyte differentiation.

**Methods:**

RNA sequencing (RNA-seq) technology, GO and KEGG analysis, quantitative RT-PCR, and oil red O staining methods were used in this study.

**Results:**

A lot of genes were up- or down-regulated between each two differentiation stages of 3T3-L1 cells. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that lipid metabolism and oxidation–reduction reaction were mainly involved in the whole process of adipocyte differentiation. Decreased immune response and cell cycle adhesion occurred in the late phase of adipocyte differentiation, which was demonstrated by divergent expression pattern analysis. Moreover, quantitative RT-PCR results showed that the mRNA expression levels of *Trpv4*, *Trpm4*, *Trpm5*, and *Trpm7* were significantly decreased in the differentiated adipocytes. On the other hand, the mRNA expression levels of *Trpv1*, *Trpv2*, *Trpv6*, and *Trpc1* were significantly increased in the differentiated adipocytes. Besides, the mRNA expressions of TRPV2 and TRPM7 were also significantly increased in subcutaneous white adipose tissue from diet-induced mice. In addition, the activation of TRPM7, TRPV1, and TRPV2 suppressed the differentiation of adipocytes.

**Conclusion:**

These data present the description of transcription profile changes during adipocyte differentiation and provides an in-depth analysis of the possible mechanisms of adipocyte differentiation. These data offer new insight into the understanding of the mechanisms of adipocyte differentiation.

## Introduction

The prevalence of obesity has been recognized as a serious global health problem (Wang et al., 2011). Obesity is believed to be a result from an imbalance between energy intake and energy expenditure (Ahn et al., 2008), which is also a serious health problem that is implicated in various diseases including type II diabetes, hypertension, coronary heart diseases, and cancer (Pi-Sunyer, 2002; Sun et al., 2012). Thus, obesity has received considerable attention as a major health hazard (Nguyen and El-Serag, 2010). Statistical analysis suggested that 36.5% of adults were obese in the United States during 2011–2014 (Ogden et al., 2015; Forrest et al., 2017). In addition, obesity has reached epidemic proportions in most developed countries of the world with 30–40% of adults being obese (James, 2004), and its frequency continues to increase at an alarming rate in developing countries. Therefore, these developments require urgent strategies for the prevention and reversal of obesity and related metabolic diseases.

Obesity is characterized by increased adipose tissue mass that results from increased fat cell size (hypertrophy) and number (hyperplasia), suggesting the major contribution of adipocytes in obesity (Hajer et al., 2008). Adipocytes are highly specialized cells that play a key role in energy homeostasis (Spiegelman and Flier, 1996). Adipocyte hypertrophy and hyperplasia occur in different levels: molecular level, subcellular level, and cellular function level. The changes of adipocyte are usually accompanied by transcriptional changes as well. Therefore, the molecular mechanisms that govern the regulation and differentiation of adipocytes could be the major issue for better understanding of the pathological mechanism of obesity. To date, several papers have already reported the strong correlations between obesity and transcriptional changes in human adipocytes (Birsoy et al., 2011; Pinhel et al., 2018; Del Corno et al., 2019). However, the full expression profile in transcriptome level that correlated to the hypertrophy and hyperplasia of adipocyte, which is important for better understanding of the mechanisms of adipocyte differentiation, is still unclear.

Calcium signaling in adipocyte differentiation is relatively little known, despite its suggested importance (Worrall and Olefsky, 2002; Cammisotto and Bukowiecki, 2004). Transient receptor potential (TRP) ion channels are a major class of Ca^2+^-permeable channels, most of which are non-selective Ca^2+^-permeable cation channels (Montell and Rubin, 1989). TRP channels have six transmembrane (TM) domains (TM1 to TM6) and a pore loop between TM5 and TM6 with both N- and C-termini in the cytosol (Liao et al., 2013). The TRP channel superfamily is now classified into six subfamilies in mammals: TRPV (vanilloid), TRPC (canonical), TRPM (melastatin), TRPML (mucolipin), TRPP (polycystin), and TRPA (ankyrin). TRP channels are unique cellular sensors characterized by promiscuous activation mechanisms, including thermal and mechanical activation (Nilius, 2007). The main signaling pathway, in which TRP channels are involved in, is derived by channel activation-induced calcium influx and triggered [Ca^2+^]_i_. To date, several TRP channels have been reported to be involved in the differentiation of adipocytes (Zhai et al., 2020). We have previously reported that *Trpv1* and *Trpv3* mRNAs were significantly decreased, whereas *Trpv2* and *Trpv4* mRNAs were significantly increased in the white adipose tissue (WAT) of either db/db or diet-induced obesity (DIO) mice (Sun et al., 2017a). It has been reported that TRPV1, TRPV3, TRPM8, TRPC4, and TRPC6 were differentially expressed in preadipocytes and adipocytes (Bishnoi et al., 2013). TRPV1 and TRPV3 were significantly decreased in the WAT of obese mice and involved in adipogenesis of WAT (Zhang et al., 2007; Cheung et al., 2015). However, the full expression profile of TRP channels during adipocyte differentiation is still unclear.

Therefore, the present study is aimed to analyze the transcriptomic changes during adipocyte differentiation in a 3T3-L1 cell line, especially the expressional changes of TRP channels, which are important for further understanding of the molecular mechanisms of adipocyte differentiation. This study would provide a comprehensive understanding at the transcriptome level during adipocyte differentiation.

## Materials and Methods

### Animals

C57Bl6 mice (male, *n* = 6) treated with a normal diet (ND) or a high-fat diet for 12 weeks were purchased from Guangdong Laboratory Animal Center (Guangzhou, China). All the animals were kept (two to three mice/cage) with a free access to water and chow under a 12-h standard light/dark cycle at 22 ± 1°C. All animals were adapted to the experimental circumstances for a week before the experiments. All experimental procedures were carried out in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Animal Care and Use Committee of The 6th Affiliated Hospital of Shenzhen University Health Science Center.

### Cell Culture and Differentiation

Murine 3T3-L1 preadipocytes were plated in a 6- or 12-well plate and cultured in a complete medium, DMEM with higher glucose levels (Gibco) supplemented with 10% fetal bovine serum (Gibco, South American origin), 2 mM L-glutamine, and 100 U/ml of penicillin and 100 μg/ml of streptomycin. The cells were grown to 95–97% confluence in complete medium. To induce differentiation, induction medium including complete medium plus white differentiation cocktail (2 μg/ml of dexamethasone, 0.5 mM IBMX, and 10 μg/ml of insulin) was added at day 0. After 2 days of induction, the medium was changed to maintenance medium (a complete medium with 10 μg/ml of insulin). After an additional 2 days (day 4), the medium was changed to fresh maintenance medium for an additional 4 days. Eight days after adding the induction medium, cells were fully maturated to differentiated adipocytes.

### Total RNA Extraction

Cells were collected and pooled from each stage (pre-, 4-day differentiated and 8-day differentiated adipocytes) in tubes with Trizol reagent (Sigma-Aldrich, St. Louis, MO, United States). RNA isolation was followed by chloroform extraction and isopropanol precipitation. The extracted RNA was approximately 1 μg and stored at −80°C in a deep freezer until use.

### RNA Sequence and Data Analysis

Samples (*n* = 3 in each group) were prepared by a mixture of the RNA from different stages of adipocytes. The preparation of the cDNA library from each sample and the sequencing were performed by the Beijing Genomics Institute (BGI, Shenzhen, China). The cDNA originating from the RNA fragments were paired and sequenced using the high-throughput sequencing platform of Illumina HiSeq.3000, and 6 G of raw data per sample was obtained on average. The sequencing reads, containing low-quality, adaptor-polluted, and high content of unknown base (N) reads, were removed. Clean reads are then mapped to reference using the HISAT/Bowtie2 tool (Langmead et al., 2009; Lee et al., 2015). Gene expression level is quantified by a software package called RSEM (Dewey and Li, 2011). Based on the gene expression level, we identified the differentially expressed genes (DEGs) between groups using the NOIseq (Tarazona et al., 2011) and PossionDis (Audic and Claverie, 1997) algorithms. The NIHDAVID, which uses a modified Fisher’s exact test followed by the Benjamini–Hochberg multiple hypothesis testing correction, was used to perform gene functional annotation clustering using *Mus musculus* as background, and default options and annotation categories. Significantly, enriched KEGG pathways were identified using a hypergeometric test and Benjamini–Hochberg FDR correction by KOBAS 3.0, a web server for gene/protein functional annotation (Annotate module) and functional gene set enrichment (Enrichment module) (Wu et al., 2006; Xie et al., 2011). The sequencing results have been submitted to the GEO database, and the accession number GSE129957 was assigned.

### Quantitative Real-Time RT-PCR

Mouse gene copy numbers were determined by quantitative RT-PCR using SYBR Green MASTER Mix (Invitrogen) following the manufacturer’s protocol. Data were collected during each extension phase of the PCR reaction and analyzed using the ABI-7700 SDS software (Applied Biosystems, Foster City, CA, United Stats). The results were standardized for comparison by measuring the levels of *36B4* mRNA in each sample. The primer sequence information is shown in Table 1 and referenced from previous papers (Kunert-Keil et al., 2006; Sun et al., 2016b).

**TABLE 1:** Sequences of the primers for Real-time RT-PCR.

Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
*Trpv1*	TGACAGCGAGTTCAAAGACCCAGA	GGCATTGACAAACTGCTTCAGGCT
*Trpv2*	AGCACACAGGCATCTACAGTGTCA	TTACTAGGGCTACAGCAAAGCCGA
*Trpv4*	ACAACACCCGAGAGAACACCAAGT	GAGGCGAAAGGCCATCATTGTTGA
*Trpv6*	GACCAGACACCTGTAAAGGAAC	AGACACAGCACATGGTAAAGC
*Trpv4*	ACAACACCCGAGAGAACACCAAGT	GAGGCGAAAGGCCATCATTGTTGA
*Trpm4*	ATTTCTGGGAGAAGGGCTCCAACT	TGCTCGCTCTTCACTGTTGTGGTA
*Trpm5*	AGGAAATCCGACAGGGCTTCTTCA	TCAAACACCGAGGGCACCATTCTA
*Trpm6*	TCACCACGCTAAACTGTATGC	TCTCCAGGTTCCGCCTGAG
*Trpm7*	AGGATGTCAGATTTGTCAGCAAC	CCTGGTTAAAGTGTTCACCCAA
*Trpm8*	TGCTGTGGTACTATGTGGCCTTCT	ACCACTGCCTCACTTCATCACAGA
*Trpc1*	GTCGCACCTGTTATTTTAGCTGC	TGGGCAAAGACACATCCTGC
*Trpa1*	CAAGTATATTTGGATATTGCAAAGAAG	CTGAGGCCAAAAGCCAGTAG
*36B4*	GGCCCTGCACTCTCGCTTTC	TGCCAGGACGCGCTTGT

*36B4 (RPLP0): an acidic ribosomal phosphoprotein P0, which forms tight associations with the smaller 40S protein.*

### Oil Red O Staining and Triglyceride Level Determination

Oil red O staining was performed using oil red O dye (Sigma, St. Louis, MO, United States). In brief, the adipocytes were fixed with 4% formalin and incubated at room temperature for at least 1 h. After fixation, cells were washed twice with purified water and then washed with 60% isopropanol at RT for 5 min. The cells were dried completely at room temperature, and oil red O solution was added and then incubated at room temperature for 10 min. Oil red O solution was removed by the addition of purified water, and the cells were washed four times with purified water. Images were acquired using a microscope (Olympus, Tokyo, Japan). For the determination of triglyceride levels, water was removed, and the cells were dried completely. Oil red O dye was eluted with 100% isopropanol and incubated with gentle shaking for 10 min. The OD values were measured at 490 mm using a spectrophotometer (Thermo Scientific, Waltham, MA, United States) with 100% isopropanol as a blank.

### Statistical Analysis

An empirical Bayesian analysis was performed to shrink the dispersions toward a consensus value, effectively borrowing information between genes (Robinson and Smyth, 2007; Robinson and Oshlack, 2010). Differential expression was assessed for each gene using an exact test analogous to Fisher’s exact test (Robinson and Smyth, 2008; Robinson and Oshlack, 2010). Genes with a *q*-value lower than 0.05 and with a fold change greater than two were considered differentially expressed. All data were represented as means ± SEM. Statistical analysis was performed with one-way ANOVA followed by multiple *t*-tests with Bonferroni correction using Origin 8.5 software. Only two-tailed values of *P* < 0.05 were considered to be significantly different.

## Results

### The Dramatic Morphological Changes and Lipid Droplet Increases Occurred During 3T3-L1 Adipocyte Differentiation

At first, the schematic model of the 3T3-L1 adipocytes during the differentiation process was shown (Figure 1A). The representative phase contrast (Figure 1B) and oil red O staining (Figure 1C) images of 3T3-L1 cells at pre-, 4-day-differentiated, and 8-day-differentiated stages are shown as well. The obvious morphological changes and lipid droplet increases occurred during 3T3-L1 adipocyte differentiation. Besides, the morphological changes in the early phase of adipocyte differentiation were dramatic. Lipid droplets were already observed in 4-day-differentiated adipocytes. In addition, the triglyceride levels were significantly increased in a stage-dependent manner during the differentiation process of 3T3-L1 cells (Figure 1D). These results suggested that the differentiation of 3T3-L1 adipocytes was carried out successfully. To explore the mechanism of adipocyte differentiation, we collected preadipocytes, 4-day-differentiated adipocytes (middle stage), and 8-day-differentiated adipocytes (mature cells) to conduct RNA-seq.

**FIGURE 1:**
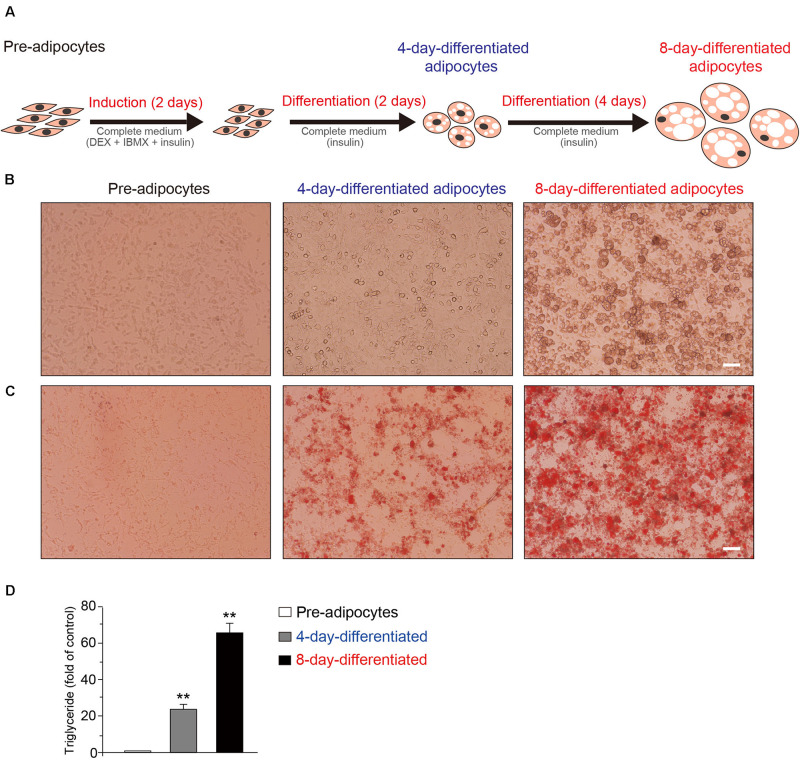
The schematic of the differentiation of 3T3-L1 adipocytes. **(A)** Induction of 3T3-L1 adipocyte differentiation by DEX and IBMX initially results in cell growth. The representative phase contrast **(B)** and oil red O staining **(C)** Images of 3T3-L1 cells at the preadipocyte, 4-day-differentiated, and 8-day-differentiated adipocyte stages. Scale bar: 100 μm. **(D)** The quantitative results of oil red O staining images of 3T3-L1 cells at the preadipocyte, 4-day-differentiated, and 8-day-differentiated adipocyte stages. Mean ± SEM, *n* = 6, **P < 0.01. One-way ANOVA followed by two-tailed *t*-test with Bonferroni correction.

### Transcripts Regulated in 3T3-L1 Adipocyte During Differentiation

The transcriptome data was generated from the different stages of the 3T3-L1 adipocytes using RNA-seq technology. 

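RNA was sequenced from 3T3-L1 cells, a mouse fibroblast-like line that can be induced to become lipid-storing adipocytes, at 3 stages with 3 replicates each. Day 0 cells were taken before the induction medium, which contains dexamethasone, IBMX and insulin. Day 4 cells had spent 2 days in induction medium and 2 days in maintenance medium with insulin, and day 8 cells 4 more days in maintenance medium. The comparison of day 4 with day 0 is the early phase, that of day 8 with day 4 the late phase and that of day 8 with day 0 the whole process. The authors removed low-quality reads, mapped the clean reads with HISAT/Bowtie2 and estimated expression with RSEM. For each gene and sample they deposited RSEM's expected count, which is not normalized, and the FPKM, which is scaled to the length of the gene and to the depth of the sample. Genes are listed by symbol and NCBI gene ID, and 19094 of them appear in at least 1 sample. The expected counts were rounded to whole numbers, normalized with TMM factors and tested with edgeR's quasi-likelihood F-test, with all 9 samples in one model and 1 coefficient per day. The filter of edgeR (filterByExpr) kept 13154 genes. Genes were called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change above 1 or below -1, the thresholds of the paper's Statistical Analysis section. The common biological coefficient of variation, edgeR's term for the spread between replicates beyond counting error, was 0.0538. The paper states that cells were pooled at each stage, and does not say whether the replicates are separate cultures. If they share a pool, the p-values do not cover variation between cultures.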

Table 2 briefly summarizes the information of sequencing data from each sample, averagely generating 24 Mb of clean reads after low-quality filtering. Clean reads are mapped to reference. 

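The expected counts summed to between 18216114 and 20452144 per sample, with a median of 20182731. Median totals were 20445783 at day 0, 20182731 at day 4 and 20146876 at day 8 (n = 3 per day). The lowest total belonged to day 0 replicate 2, for which Table 2 also gives the fewest clean reads. The TMM factors lay between 0.954 and 1.05. At these totals, a gene with 3 counts has between 0.147 and 0.165 CPM (counts scaled to the total of the sample), which is taken as the lowest level the depth can show. This floor covers counting error only, as reads copied during amplification are not independent molecules. The 10 genes with the most counts took 6.32 to 6.70% of all counts at day 0, 5.81 to 6.04% at day 4 and 7.95 to 8.44% at day 8.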

Each of the data sets contained 24-Mb reads and a mapping rate of 92–93%. Moreover, we counted the number of identified expressed genes and calculated its proportion and distribution to the total gene number in the database of each sample as shown in Supplementary Figure S1A. 

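The number of genes with an FPKM above 0 was 16128 ± 117 at day 0, 16117 ± 37.2 at day 4 and 15852 ± 52.1 at day 8 (mean ± SD, n = 3 per day). The most detected genes in a day 8 sample (15912) were fewer than the fewest in any other sample (15994). In all 9 samples together, 13653 genes had at least 1 count in every sample. The threshold moved the number of detected genes most, since the median over the 9 samples was 16078 at an FPKM above 0 and 11236 at an FPKM of at least 1. At that higher threshold, the means were 11279 ± 6.11 genes at day 0, 11239 ± 31.6 at day 4 and 11219 ± 11.2 at day 8 (SD, n = 3).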

The correlation of gene expression level among the samples is a key criterion to test whether the experiments are reliable and whether the samples chosen are reasonable. The principal component analysis method was performed to assess the gene expression level. 

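Principal components were computed from log2(FPKM + 1) of the 19094 genes, centred and unscaled. The first component held 73.1% of the variance and the second 17.1%, while the third held 2.20%. On the first component, the scores were -55.2 ± 0.568 at day 0, 25.1 ± 3.87 at day 4 and 30.1 ± 1.86 at day 8 (mean ± SD, n = 3 per day). On the second component, they were -1.43 ± 0.413 at day 0, 23.9 ± 0.909 at day 4 and -22.4 ± 0.803 at day 8. The first component thus set day 0 apart from both later days, and the second set day 4 apart from day 8. In the plane of both components, the largest distance between replicates of one day was 7.48 and the smallest distance between samples of different days was 44.4. The pseudocount moved the share of variance on both components together most, from 90.2% to 74.4% with log2(FPKM + 0.1).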

3T3-L1 adipocytes from three different differentiation stages were dramatically separated from each stage (Supplementary Figure S1B). 

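Pearson correlations between samples were computed on log2(FPKM + 1) across the 19094 genes, and genes are not independent replicates. Between replicates of the same day, the correlation was 0.996 to 0.998 in the 9 pairs, with a median of 0.997. It was 0.986 to 0.988 between day 4 and day 8 samples, 0.959 to 0.966 between day 0 and day 4 samples, and 0.957 to 0.961 between day 0 and day 8 samples (9 pairs each). Every correlation within a day therefore exceeded every correlation between days. Spearman's correlation lay between 0.978 and 0.982 within days and between 0.944 and 0.972 across days. The median within days moved most with log2(FPKM + 0.1), to 0.990. Replicates that are one library deposited a second time would differ by counting noise alone, and as the chi-square per gene was 2.40 to 10.7 in the 9 pairs (genes with at least 10 counts in the pair), no replicates were merged.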

We also calculated the correlation value between each two samples based on the normalized expression result and draw a correlation heatmap (Supplementary Figure S1C).

**TABLE 2:** The summary of raw RNA sequencing data set.

Sample	Total raw reads (Mb)	Total clean reads (Mb)	Clean reads Q20 (%)	Clean reads Q30 (%)	Clean reads ratio (%)	Total mapping ratio
3T3-L1-Day 0-1	24	24	96.67	88.04	99.34	0.9325
3T3-L1-Day 0-2	21	21	96.62	87.74	99.54	0.9343
3T3-L1-Day 0-3	24	24	96.44	87.61	99.53	0.9272
3T3-L1-Day 4-1	24	24	96.58	87.66	99.62	0.9357
3T3-L1-Day 4-2	24	24	96.47	87.38	99.49	0.9324
3T3-L1-Day 4-3	24	24	96.14	86.75	99.19	0.9283
3T3-L1-Day 8-1	24	24	95.73	85.62	99.6	0.9293
3T3-L1-Day 8-2	24	24	96.43	87.1	99.67	0.9338
3T3-L1-Day 8-3	24	24	95.47	85.28	99.53	0.9207

*It showed the summary of RNA sequencing data of nine samples, including raw reads number, clean reads number, clean data rate, mapped rate, and percentage of clean reads as well as Q20 (Phred quality scores Q) and Q30.*

Differentially expression gene screening is aimed to find out the DEGs between groups and perform further functional analysis on them. 

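Over the whole process, 1356 genes were upregulated and 1013 were downregulated at day 8 among the 13154 genes tested by edgeR. More than 4-fold changes were found in 625 of the upregulated and 278 of the downregulated genes. The counts changed most with limma on log2(FPKM + 1), which gave 753 upregulated and 528 downregulated genes. Replicate numbers in the sample titles could pair the samples of the 3 days. Deviations from the day means had a mean correlation of 0.0307 between samples with the same number and -0.0154 between samples with different numbers, and 3 of the 36 possible pairings gave a difference as large (exact permutation test, one-sided p = 0.0833). With the replicate number as a replicate block in the model, 1360 genes were upregulated and 1010 downregulated. The largest rises among genes with an average log2 CPM of at least 1 were those of Ffar4 (NCBI gene ID 107221), Adrb3 (11556), Slc36a2 (246049), Cfd (11537) and Ghrh (14601), with log2 fold changes of 12.13, 11.78, 11.75, 11.07 and 10.98 and standard errors of 0.41, 0.35, 0.46, 0.26 and 0.49. Ffar4 had no count in any day 0 sample and 19.6 ± 1.95 FPKM at day 8 (SD, n = 3), with an edgeR adjusted p = 3.8e-12. With limma on log2(FPKM + 1), the log2 fold change of Ffar4 was 4.36. The lowest values among the alternatives were 3.09 for Adrb3 and 3.25 for Slc36a2, while Cfd stayed at 8.87 or more in all of them. The order of these rises therefore depends on the processing. Cfd, which encodes adipsin, rose from 0.303 ± 0.0764 FPKM at day 0 to 608.9 ± 65.8 FPKM at day 8 (SD, n = 3, edgeR adjusted p = 3.9e-15). The largest falls were those of Ctgf (14219), Ptgs2 (19225), Grem1 (23892), Usp17le (625530) and Il1rl1 (17082), with log2 fold changes of -5.02, -4.79, -4.72, -4.65 and -4.40 and standard errors of 0.37, 0.16, 0.12, 0.34 and 0.24. The value of Usp17le is uncertain, since 30.8% of the 50-base stretches of its reference transcripts also occur in transcripts of other genes. Each of these 10 genes separated all day 8 samples from all day 0 samples, which the rule for naming them required.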

In parallel with the morphological changes, the RNA-seq results showed that there were 1,462 genes upregulated and 1,015 genes downregulated in the whole differentiation process of 3T3-L1 cells (Figure 2A). There were 1,295 genes upregulated and 1,114 genes downregulated in the early phase of adipocyte differentiation (Figure 2B). Moreover, there were 523 genes upregulated and 325 genes downregulated in the late phase of adipocyte differentiation (Figure 2C). 

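In the early phase, 1285 genes were upregulated and 1050 were downregulated by day 4, 17.8% of the genes tested. At an adjusted p under 0.05 alone, without the fold change threshold, 9106 genes differed between day 4 and day 0. With the replicate block described for the whole process (correlation of deviations 0.0307 for the same number), the counts were 1287 and 1053. The adipocyte genes Adipoq (11450) and Retn (57264) were among the genes with the strongest rises. Adipoq rose from 0.503 ± 0.194 FPKM at day 0 to 466.6 ± 93.5 FPKM at day 4 (SD, n = 3), a log2 fold change of 9.91 with a standard error of 0.21 (edgeR adjusted p = 1.1e-15). Retn rose by a log2 fold change of 10.57 (standard error 0.26, edgeR adjusted p = 6.6e-15). The 4 larger rises belonged to paralogs of one family, Ear12 (503845), Ear3 (53876), Ear2 (13587) and Ear1 (13586), with log2 fold changes of 12.79, 12.75, 12.73 and 11.80. This order depends on the processing, since their lowest values among the alternatives were 5.96 to 6.78, while Retn stayed at 7.99 or more. The separate values of these paralogs are uncertain, because 57.4% of the 50-base stretches of Ear1 and 41.5% of those of Ear2 occur in transcripts of other genes. Ear3 and Ear12 have no transcript in the reference used for this check. The largest falls were those of Usp17le, Tgtp1 (21822), Ptgs2, Ifi44 (99899) and Cxcl5 (20311), with log2 fold changes of -7.19, -5.93, -5.09, -5.06 and -4.96. Tgtp1 shares 91.4% of its 50-base stretches with other genes, so its value is uncertain as well. Ptgs2 fell from 15.7 ± 3.07 FPKM to 0.44 ± 0.10 FPKM (SD, n = 3, edgeR adjusted p = 1.4e-13).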

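In the late phase, 558 genes were upregulated and 370 were downregulated between day 4 and day 8, which is 7.05% of the genes tested. An adjusted p under 0.05 without the fold change threshold was reached by 5953 genes. The replicate block (correlation of deviations 0.0307 for the same number) left 556 genes upregulated and 367 downregulated. The largest rises were those of Ghrh (NCBI gene ID 14601), Cpz (242939), Pck1 (18534), Ffar4 (107221) and Mfap4 (76293), with log2 fold changes of 5.22, 4.53, 4.53, 4.50 and 4.32. Ghrh varied between replicates, with 5.87 ± 3.96 FPKM at day 4 and 211.6 ± 54.8 FPKM at day 8 (SD, n = 3), and its edgeR adjusted p = 2.8e-10. Mfap4 had 2.60 ± 0.150 FPKM at day 4 and 50.4 ± 4.97 FPKM at day 8 (SD, n = 3, edgeR adjusted p = 4.8e-14). Among the largest falls were those of an uncharacterized gene (NCBI gene ID 74931), Fam107a (268709), Cpm (70574) and Retnla (57262), with log2 fold changes of -6.69, -5.46, -4.13 and -3.79. Fam107a had risen in the early phase, by a log2 fold change of 10.02, so it was high at day 4 alone. Fam107a had 0.0633 ± 0.0153 FPKM at day 0, 65.9 ± 1.64 FPKM at day 4 and 1.45 ± 0.256 FPKM at day 8 (SD, n = 3).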

A Venn diagram presents the number of DEGs that is unique or shared in each comparison (Figure 2D).

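Of the 3148 genes that were differentially expressed in at least 1 comparison, 336 changed in all 3 comparisons. Another 1331 genes changed in the early phase and over the whole process but not in the late phase. The early and the late phase shared 256 genes that did not differ over the whole process, and the late phase and the whole process shared 225. Genes that changed in a single comparison numbered 412 in the early phase, 477 over the whole process and 111 in the late phase. The number shared by all comparisons was 115 with limma on log2(FPKM + 1). With the replicate block (correlation of deviations 0.0307 for the same number), 325 genes changed in all comparisons, 1338 in the early phase and the whole process, 260 in the early and late phases and 226 in the late phase and the whole process, against 417, 481 and 112 in the early phase, the whole process or the late phase alone.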

**FIGURE 2:**
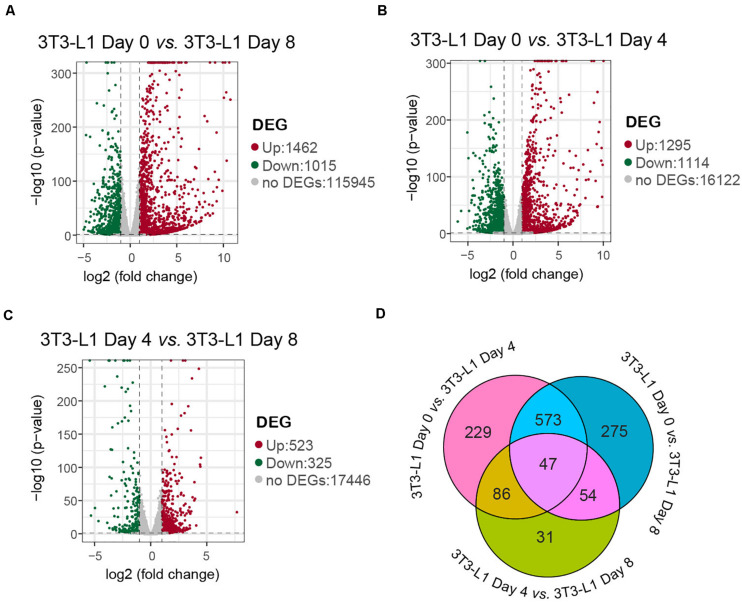
A number of differentially expressed genes in 3T3-L1 adipocyte from different stages. **(A–C)** Volcano plot for the samples with mRNA expression differences. Log_2_ (fold change) is plotted as the abscissa and log_10_ (corrected *P*-value) is plotted as the ordinate. The representative distributions of genes up- or downregulated between each two stages are shown in the volcanos **(A–C)**. Significantly upregulated genes are indicated in red, and downregulated genes are indicated in green. **(D)** A Venn diagram presents the number of DEGs that are unique or shared in every paired group.

### Gene Ontology Analysis of the Differential Genes

To better understand the associated functions of DEGs in 3T3-L1 adipocytes during differentiation, gene ontology (GO) analysis was used to perform enrichment analysis and classifications (Figure 3). 

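The metabolic share of these genes was measured with 20 gene lists assembled by hand before the values were examined, which are not the GO terms. Members among the differentially expressed genes were counted against all 13154 tested genes with a one-sided Fisher's exact test, adjusted over 180 combinations of list, comparison and direction. On the list for lipid metabolism, 26 of 48 tested members were upregulated in the early phase (odds ratio 11.1, adjusted p = 2.5e-13, Fisher's exact test). Over the whole process, 27 of the 48 members were upregulated (odds ratio 11.3, adjusted p = 1.0e-13, Fisher's exact test). The early odds ratio moved most with limma on log2(FPKM + 1), to 16.7. The odds ratios of 11.1 and 11.3 with the replicate block stayed the same to 3 digits, and the correlation of deviations behind that pairing was 0.0307 for the same number. Fabp4 (NCBI gene ID 11770), a fatty acid binding protein gene, rose from 9.52 ± 1.57 FPKM at day 0 to 4052 ± 777 FPKM at day 4 and 4828 ± 152 FPKM at day 8 (SD, n = 3). Its log2 fold change was 8.81 in the early phase (standard error 0.15, edgeR adjusted p = 9.1e-17). The lipoprotein lipase gene Lpl (16956) rose by a log2 fold change of 3.50 in the early phase (standard error 0.09, edgeR adjusted p = 1.5e-14), and the fatty acid synthase gene Fasn (14104) by 1.26 (standard error 0.06, edgeR adjusted p = 9.1e-12). In the late phase, 5 of the 48 members were upregulated (odds ratio 2.87, adjusted p = 0.116, Fisher's exact test). At an unadjusted p under 0.05, 29 members were higher and 9 lower late, and limma's camera test gave a shift upwards (adjusted p = 9.7e-05).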

GO analysis identified enriched biological processes associated with “lipid metabolic process,” “oxidation–reduction process,” and “metabolic process,” indicating that a strong metabolic process occurred from either adipocyte differentiation, day 0 to day 4 (early phase, Figure 3A) or adipocyte differentiation, day 0 to day 8 (whole process, Figure 3B). On the other hand, the biological process associated with “cell adhesion” was mainly involved in adipocyte differentiation, day 4 to day 8 (late phase, Figure 3C). 

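A hand-assembled list for cell adhesion held 64 tested genes, of which 13 were differentially expressed in the late phase (odds ratio 3.49, adjusted p = 0.00145, Fisher's exact test), 11 of them upregulated and 2 downregulated. In the early phase, 28 of the 64 genes changed (odds ratio 3.65, adjusted p = 6.1e-06, Fisher's exact test), and 22 of these were downregulated (odds ratio 6.21, adjusted p = 1.5e-08, Fisher's exact test). The late odds ratio lost its call with limma on log2(FPKM + 1), at 2.66 (adjusted p = 0.202, Fisher's exact test). The odds ratios became 3.51 late and 3.64 early with the replicate block (correlation of deviations 0.0307 for the same number). The fibronectin gene Fn1 (14268) fell from 1145 ± 120.1 FPKM at day 0 to 191.0 ± 28.1 FPKM at day 4 and rose to 309.3 ± 17.5 FPKM at day 8 (SD, n = 3). Its log2 fold changes were -2.53 in the early phase (standard error 0.10, edgeR adjusted p = 2.0e-12) and 0.74 in the late phase (standard error 0.10, edgeR adjusted p = 1.0e-05).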

Identified enriched cellular component terms associated with “membrane,” “extracellular region,” and “extracellular space,” suggesting multifarious cellular components, were involved in adipocyte differentiation (Figures 3A–C). 

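For components outside the cell, a list of collagens and extracellular matrix genes held 90 tested members. Of these, 27 were differentially expressed in the late phase (odds ratio 5.84, adjusted p = 5.6e-10, Fisher's exact test), 23 of them upregulated. This odds ratio was 5.88 with the replicate block (correlation of deviations 0.0307 for the same number). In the early phase 19 members were upregulated and 21 were downregulated, with odds ratios of 2.54 and 3.62 (adjusted p = 0.00295 and adjusted p = 2.7e-05, Fisher's exact test). The proteoglycan gene Dcn (NCBI gene ID 13179) rose mainly after day 4, from 269.7 ± 6.41 FPKM to 911.5 ± 35.9 FPKM at day 8 (SD, n = 3), a log2 fold change of 1.80 with a standard error of 0.07 (edgeR adjusted p = 4.7e-12). The collagen gene Col3a1 (12825) had 806.2 ± 117.4 FPKM at day 0, 812.5 ± 22.5 FPKM at day 4 and 1891 ± 48.5 FPKM at day 8 (SD, n = 3). Membrane proteins were not analysed here as a list of their own.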

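Lists of genes for oxidation-reduction steps were tested in the same way. Over the whole process, 32 of 79 genes of oxidative phosphorylation were upregulated (odds ratio 6.07, adjusted p = 2.4e-11, Fisher's exact test), with an odds ratio of 6.05 with the replicate block (correlation of deviations 0.0307 for the same number). In the early phase, 13 of the 79 were upregulated (odds ratio 1.88, adjusted p = 0.0964, Fisher's exact test), while the median log2 fold change of all 79 was 0.77. Many members thus changed less than 2-fold by day 4. At an unadjusted p under 0.05, 75 of the 79 were higher and 1 was lower, and limma's camera test gave an early shift upwards (adjusted p = 5.9e-16). Of 24 citrate cycle genes, 11 were upregulated in the early phase (odds ratio 7.92, adjusted p = 2.6e-05, Fisher's exact test) and 12 over the whole process (odds ratio 8.77, adjusted p = 6.0e-06, Fisher's exact test). Cox8b (NCBI gene ID 12869), which encodes a subunit of cytochrome c oxidase, had no count at day 0, 1.84 ± 0.315 FPKM at day 4 and 12.2 ± 1.36 FPKM at day 8 (SD, n = 3). Its counts were low, between 75 and 94 per sample at day 8. Its paralog Cox8a (12868) rose by a log2 fold change of 1.25 over the whole process (standard error 0.06, edgeR adjusted p = 1.8e-11). Calcium ion binding and hormone activity were not analysed here as lists.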

Enriched molecular functions were defined associated with “oxidoreductase activity,” “catalytic activity,” “protein homodimerization activity,” “calcium ion binding,” and “hormone activity,” implying that the oxidation-reduction process and intracellular signaling transduction are the major molecular functions during adipocyte differentiation (Figures 3A–C).

**FIGURE 3:**
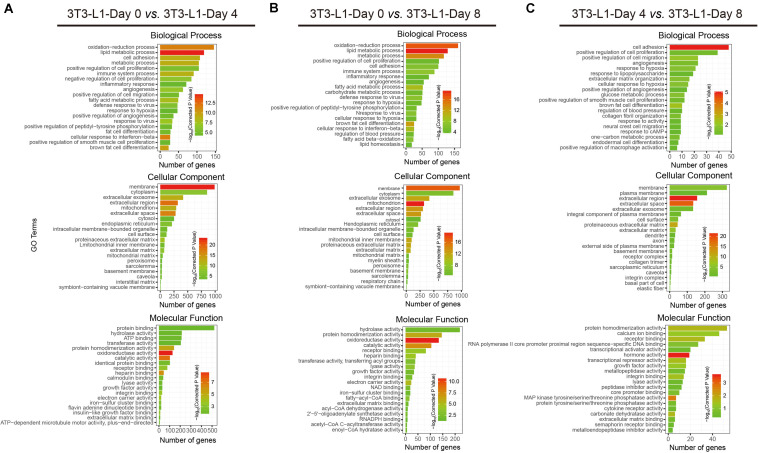
Functional analyses of DEGs by gene ontology (GO) classifications. **(A–C)** The comparison of GO enrichment. It shows the top 20 significantly enriched GO terms including biological process, cellular component, and molecular function. The enriched gene number as the abscissa and the GO terms as the ordinate are plotted.

### Analysis of Important KEGG Pathways

We next used the differential genes for the KEGG pathway enrichment using KOBAS as previously reported (Wu et al., 2006; Xie et al., 2011). The differential genes were significantly enriched in the classifications of “metabolic pathways” either in the early phase (Figure 4A) or in the whole process of adipocyte differentiation (Figure 4B). In addition to the “metabolic pathways,” the “HIF-1 signaling pathway,” “PI3K-Akt signaling pathway,” and “MAPK signaling pathway” were also enriched in the late phase of adipocyte differentiation (Figure 4C). These results suggested that the metabolic pathway is the major process involved in adipocyte differentiation.

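Beyond lipid synthesis and storage, lists for the breakdown of fatty acids and amino acids were counted among the differentially expressed genes. Of 25 genes of fatty acid beta-oxidation, 12 were upregulated in the early phase (odds ratio 8.62, adjusted p = 6.0e-06, Fisher's exact test) and 16 over the whole process (odds ratio 15.3, adjusted p = 1.2e-09, Fisher's exact test). Fitted with the replicate block, these odds ratios were 8.61 and 18.1 (correlation of deviations 0.0307 for the same number). Of 20 genes for the degradation of branched-chain amino acids, 16 were upregulated in the early phase (odds ratio 34.3, adjusted p = 3.4e-12, Fisher's exact test) and 15 over the whole process (odds ratio 24.8, adjusted p = 1.6e-10, Fisher's exact test). The acyl-CoA dehydrogenase gene Acadm (NCBI gene ID 11364) had 26.6 ± 0.573 FPKM at day 0 and 92.1 ± 3.08 FPKM at day 8 (SD, n = 3). Its log2 fold change was 2.71 in the early phase (standard error 0.06, edgeR adjusted p = 3.5e-15) and -0.81 in the late phase (standard error 0.06, edgeR adjusted p = 1.1e-08).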

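A list of 34 tested HIF-1 signaling genes contained 16 that were differentially expressed in the late phase (odds ratio 11.9, adjusted p = 2.1e-09, Fisher's exact test), 15 of them upregulated. Its late odds ratio was 12.0 with the replicate block (correlation of deviations 0.0307 for the same number). Genes of this list were also upregulated in the early phase, 13 of 34 (odds ratio 5.85, adjusted p = 3.8e-05, Fisher's exact test). Of 23 glycolysis genes, 8 were upregulated late (odds ratio 12.5, adjusted p = 1.4e-05, Fisher's exact test). The glucose transporter gene Slc2a1 (NCBI gene ID 20525) had 42.5 ± 0.791 FPKM at day 4 and 112.5 ± 10.1 FPKM at day 8 (SD, n = 3), with a late log2 fold change of 1.45 (standard error 0.06, edgeR adjusted p = 3.2e-11). The oxidoreductase gene Ero1l (50527) rose by a late log2 fold change of 2.43 (standard error 0.13, edgeR adjusted p = 4.3e-10), with a wide spread at day 8 (232.1 ± 50.5 FPKM, SD, n = 3). Lactate dehydrogenase gene Ldha (16828) had log2 fold changes of 1.08 in the early phase and 0.86 in the late phase. Dual-specificity phosphatases, only some of which act on MAP kinases, had 7 of 20 genes differentially expressed in the late phase (odds ratio 7.36, adjusted p = 0.00101, Fisher's exact test), and 5 of the 7 were upregulated. MAPK signaling and PI3K-Akt signaling were not analysed here as lists.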

**FIGURE 4:**
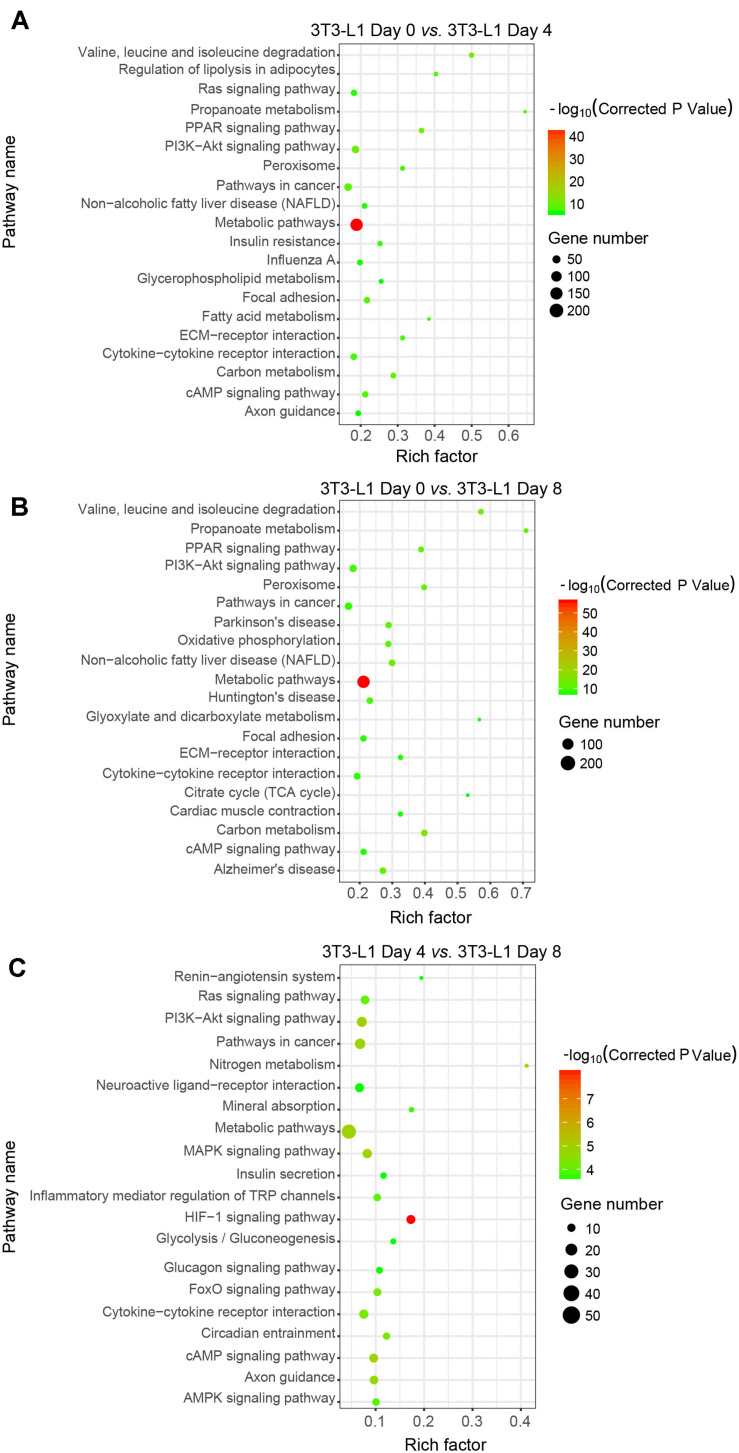
Kyoto Encyclopedia of Genes and Genomes classifications of DEGs in 3T3-L1 adipocytes from different stages. **(A–C)** The comparison of pathway enrichment in 3T3-L1 adipocytes from different stages. It shows the top 20 significantly enriched KEGG pathways. The rich factor as the abscissa and the KEGG terms as the ordinate are plotted.

### Divergent Gene Expression Patterns During 3T3-L1 Adipocyte Differentiation

In order to determine the elaborate expression patterns of these differential genes, a hierarchical clustering was performed. DEGs were partitioned mainly into eight distinct expression patterns as shown in Figure 5A. Profile 2 included the largest number of genes (602 genes), indicating that many genes were expressed with the model of the first increase. 

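Each gene was placed in a profile by its call in the early phase and its call in the late phase, which gives the 8 shapes drawn in Fig. 5A once genes without a change in either phase are left out. The paper names hierarchical clustering as its method for the profiles. The 8 profiles held 2671 genes, 1468 in the rising profiles 1 to 4 and 1203 in the falling profiles 5 to 8. Profile 2, upregulated early and without a call late, held 894 genes (33.5%), with median log2 fold changes of 1.52 in the early phase and 0.02 in the late phase. Profile 1 held 183 genes, profile 4 held 198, profile 5 held 182 and profile 6 held 153. Another 477 genes differed between day 8 and day 0 without passing the thresholds in either phase, and belong to no profile. The number in profile 2 moved most with limma on log2(FPKM + 1), to 543. With the replicate block, profiles 1 to 8 held 186, 899, 190, 198, 180, 152, 856 and 17 genes (correlation of deviations 0.0307 for the same number).

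**Figure D1:**
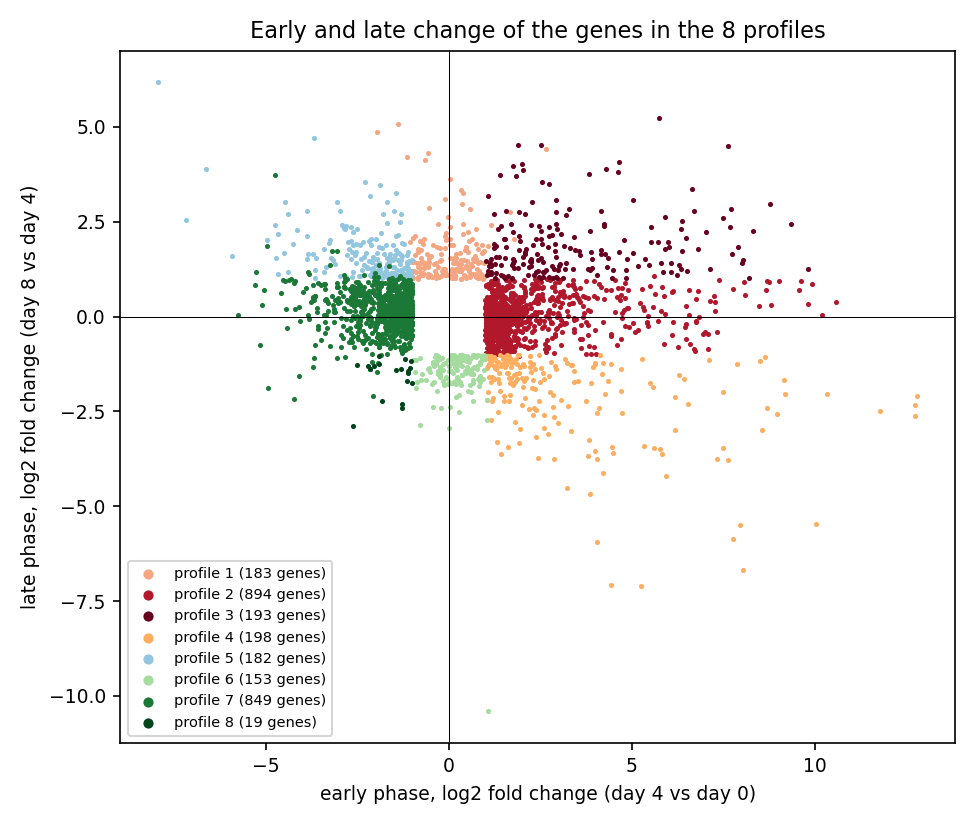
Log2 fold change in the early phase (horizontal axis) against log2 fold change in the late phase (vertical axis) for the 2671 genes of the 8 profiles, 1 point per gene, coloured by profile. The 894 genes of profile 2 and the 849 genes of profile 7 lie near 0 on the vertical axis, to the right and to the left of 0 on the horizontal axis.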

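Profile 7, downregulated early and without a call late, held 849 genes (31.8%), with a median log2 fold change of -1.52 in the early phase and 0.21 in the late phase. A rise in both phases (profile 3) was found in 193 genes, with median log2 fold changes of 2.83 and 1.64. A fall in both phases (profile 8) was found in 19 genes, with medians of -1.31 and -1.39. The size of profile 8 depended on the rule, and assigning each differentially expressed gene to the shape with the highest correlation placed 245 genes in it and 445 in profile 3. Profiles 3, 7 and 8 held 190, 856 and 17 genes with the replicate block (correlation of deviations 0.0307 for the same number).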

Five hundred thirteen genes were with the first decrease (profile 7), and 202 genes were expressed with a steady increase (profile 3) and decrease (profile 8) (Figure 5A). 

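FPKM values of single genes are given here as examples of the profiles. Mt1 (NCBI gene ID 17748), a metallothionein gene of profile 4, had 353.5 ± 23.5 FPKM at day 0, 1374 ± 87.8 FPKM at day 4 and 370.4 ± 19.5 FPKM at day 8 (SD, n = 3). Its log2 fold changes were 2.03 in the early phase (standard error 0.06, edgeR adjusted p = 1.2e-13) and -1.85 in the late phase (standard error 0.06, edgeR adjusted p = 2.2e-12). Hmox1 (15368) of profile 1 had 184.6 ± 3.91 FPKM at day 0, 132.5 ± 8.16 FPKM at day 4 and 333.7 ± 31.4 FPKM at day 8 (SD, n = 3). Aldoa (11674) of profile 2 had 476.0 ± 1.81 FPKM at day 0, 1356 ± 180.3 FPKM at day 4 and 2181 ± 107.5 FPKM at day 8 (SD, n = 3), so that it rose throughout, with a late log2 fold change of 0.73 (standard error 0.08, edgeR adjusted p = 9.2e-07). Cxcl5 (20311) of profile 5 had 23.7 ± 2.38 FPKM at day 0, 0.727 ± 0.162 FPKM at day 4 and 2.86 ± 0.276 FPKM at day 8 (SD, n = 3). Cyr61 (16007) fell throughout, from 258.4 ± 26.3 FPKM at day 0 to 84.5 ± 16.2 FPKM at day 4 and 48.8 ± 2.01 FPKM at day 8 (SD, n = 3), with log2 fold changes of -1.55 in the early phase and -0.75 in the late phase. Because the late changes of Aldoa and Cyr61 are below 2-fold, the rule by calls places them in profiles 2 and 7. Among 112 gene changes compared with and without the replicate block, the largest shift of a log2 fold change was 0.03 (correlation of deviations 0.0307 for the same number).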

Then, the DEGs in eight profiles were used to generate a heatmap using the FPKM values (Figure 5B). Moreover, the profiles presented different GO functions by gene ontology and most increased expression of genes (profiles 1, 2, 3, and 4) during adipocyte differentiation were mainly responsible for the “metabolic process,” “lipid metabolic process,” “oxidation–reduction process,” and “fat cell differentiation,” suggesting that the metabolism function was dramatically enhanced during the differentiation process of 3T3-L1 adipocytes. 

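In profiles 1 to 4 together, 23 of 24 genes on the list for fat cell differentiation were found (odds ratio 127, adjusted p = 4.6e-20, Fisher's exact test, adjusted over 40 combinations of list and profile group). The lipid metabolism list had 26 of its 48 genes in these profiles (odds ratio 9.52, adjusted p = 3.3e-12, Fisher's exact test). For glycolysis the number was 14 of 23 (odds ratio 12.3, adjusted p = 7.7e-08, Fisher's exact test), and for HIF-1 signaling 22 of 34 (odds ratio 14.5, adjusted p = 1.9e-12, Fisher's exact test). Oxidative phosphorylation had 13 of 79 genes there (odds ratio 1.62, adjusted p = 0.186, Fisher's exact test), fewer than were upregulated over the whole process. The transcription factor gene Pparg (NCBI gene ID 19016) had 11.5 ± 0.161 FPKM at day 0, 93.2 ± 6.41 FPKM at day 4 and 129.7 ± 9.13 FPKM at day 8 (SD, n = 3). Its early log2 fold change was 3.00 (standard error 0.07, edgeR adjusted p = 4.0e-15) and its late log2 fold change 0.52 (standard error 0.06, edgeR adjusted p = 2.7e-06).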

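In profiles 5 to 8 together, 45 of 50 genes on the interferon response list were found (odds ratio 85.3, adjusted p = 4.5e-40, Fisher's exact test). In the early phase the same number was downregulated (odds ratio 99.5, adjusted p = 2.1e-42, Fisher's exact test), with an odds ratio of 99.2 with the replicate block (correlation of deviations 0.0307 for the same number). Adhesion genes had 24 of 64 in these profiles (odds ratio 6.11, adjusted p = 4.3e-09, Fisher's exact test) and cell cycle genes 14 of 46 (odds ratio 4.47, adjusted p = 1.2e-04, Fisher's exact test). Antigen presentation genes, another part of the immune system, had 3 of 20 (odds ratio 1.99, adjusted p = 0.458, Fisher's exact test). Without the 2-fold threshold, 15 of the 20 were lower and 3 higher by day 4 at an unadjusted p under 0.05, and limma's camera test gave an early shift downwards (adjusted p = 0.00544). Bst2 (NCBI gene ID 69550), an interferon-induced antiviral gene, fell from 345.9 ± 56.9 FPKM at day 0 to 51.1 ± 1.95 FPKM at day 4 and had 54.7 ± 0.969 FPKM at day 8 (SD, n = 3). Ifitm3 (66141) fell from 1239 ± 38.8 FPKM to 401.1 ± 3.23 FPKM at day 4 and 343.3 ± 9.91 FPKM at day 8 (SD, n = 3), with an early log2 fold change of -1.56 (standard error 0.05, edgeR adjusted p = 6.1e-14).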

On the other hand, the decreased expressions of genes (profiles 5, 6, 7, and 8) during adipocyte differentiation were mainly involved in the “immune system process,” “defense response to virus,” “cell cycle,” and “cell adhesion,” demonstrating the decreased immune response and cell cycle during the differentiation process. These results suggested the increased lipid metabolism, decreased immune function, and cell migration during adipocyte differentiation.

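Genes for the actin cytoskeleton and targets of its transcription factor SRF bear on cell migration, and 12 of 27 of them were in profiles 5 to 8 (odds ratio 8.08, adjusted p = 6.8e-06, Fisher's exact test). The smooth muscle actin gene Acta2 (NCBI gene ID 11475) had an early log2 fold change of -2.59 and a late one of 0.78, so part of its fall was reversed by day 8. Of the 50 interferon response genes, 47 were downregulated over the whole process (odds ratio 170.4, adjusted p = 4.8e-47, Fisher's exact test).

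**Figure D2:**
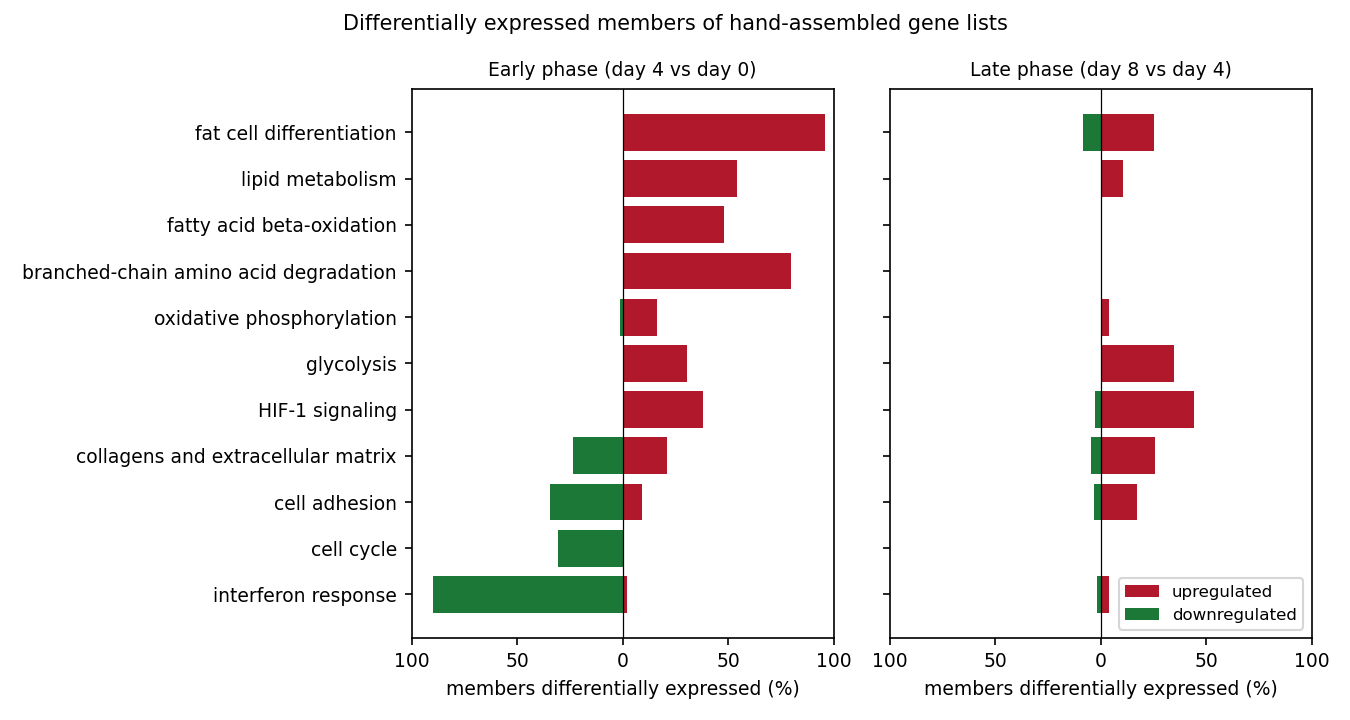
Percent of tested members of 11 hand-assembled gene lists that were differentially expressed in the early phase (left) and in the late phase (right), with upregulated members to the right of 0 in red and downregulated members to the left in green. The interferon response list has 45 of 50 members downregulated in the early phase, and the fat cell differentiation list has 23 of 24 members upregulated.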

**FIGURE 5:**
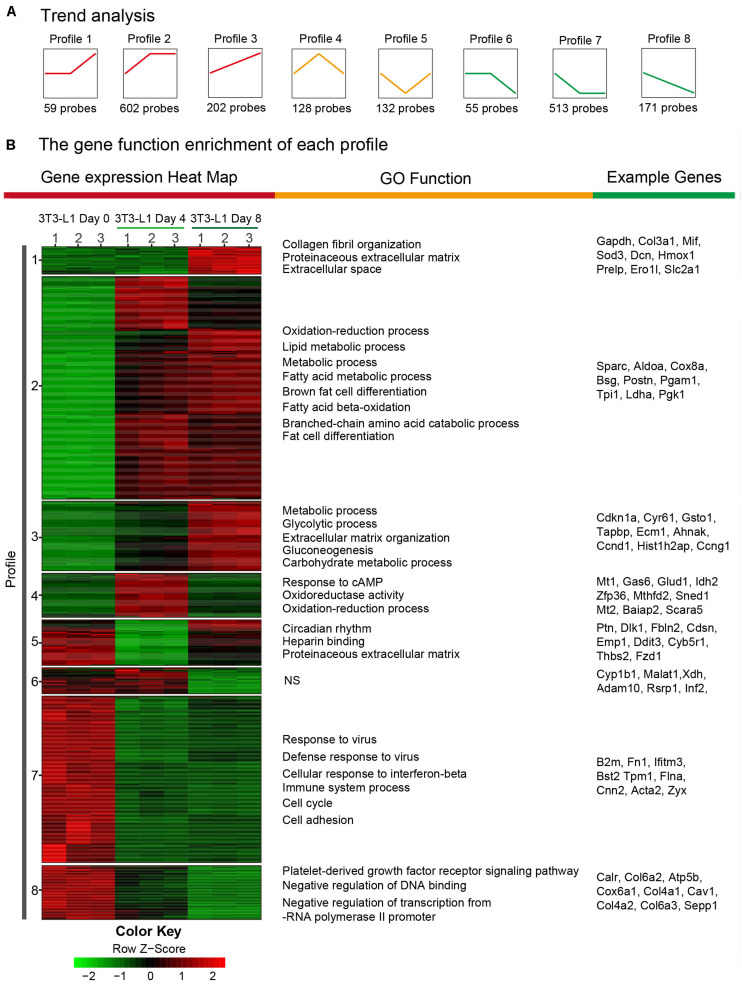
Trend analysis of DEGs in 3T3-L1 adipocytes from different stages. **(A)** A sketch map of the cluster analysis of DEGs. The number at the bottom of each cluster represents the number of DEGs in the cluster. **(B)** A transcription heatmap with K-means of the mRNA expression in the 3T3-L1 adipocytes from different stages and the GO classification of each cluster is shown. Color annotation of the heatmap is shown in the bottom color scale. Upregulated or downregulated genes are represented by red or green bars.

### Validation of TRP Channels by Quantitative Real-Time PCR

Calcium signaling in adipocyte differentiation is still unclear. Most of the TRP channels are calcium-permeable cation channels. As shown in Figure 6A, a transcription heatmap of the mRNA expression of all TRP channels, which has been detected in adipocytes, was generated. Moreover, we validated the mRNA expression levels of several interested TRP channels using quantitative RT-PCR. 

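Of the TRP channel genes in the heatmap, 18 were listed in the files and 11 had enough counts to be tested. Trpm7 (NCBI gene ID 58800) was the most expressed of these, with 21.2 ± 0.0520 FPKM at day 0, 14.5 ± 1.06 FPKM at day 4 and 12.1 ± 0.715 FPKM at day 8 (SD, n = 3). Its log2 fold change over the whole process was -0.70 (standard error 0.06, edgeR adjusted p = 1.1e-08), below the 2-fold threshold. Trpm4 (68667) fell by a log2 fold change of -0.76 by day 4 (standard error 0.07, edgeR adjusted p = 1.6e-07) and rose by 0.38 in the late phase. Trpc1 (22063) rose by 1.34 by day 4 (standard error 0.10, edgeR adjusted p = 4.8e-09) and fell by 0.64 on the log2 scale in the late phase. The other tested channels had few counts, between 60 and 295 in the 9 samples together. Trpv1 (193034) had 6.67 ± 1.15 expected counts at day 0, 26.3 ± 9.45 at day 4 and 35.3 ± 8.08 at day 8 (SD, n = 3), with a log2 fold change over the whole process of 2.47 (standard error 0.35, edgeR adjusted p = 1.1e-05). Trpv2 (22368) was high at day 4 alone, with 19.7 ± 4.62 counts at day 0, 58.7 ± 13.4 at day 4 and 20.0 ± 4.58 at day 8 (SD, n = 3). Its early log2 fold change was 1.61 (edgeR adjusted p = 2.4e-05), and over the whole process no change was detectable (0.11, standard error 0.29, edgeR adjusted p = 0.757). Trpm5 (56843) was lowest at day 4, with log2 fold changes of -2.80 in the early phase (edgeR adjusted p = 2.6e-07) and 2.37 in the late phase (edgeR adjusted p = 9.4e-06). Over the whole process its log2 fold change was -0.43 (standard error 0.21, edgeR adjusted p = 0.0837). The adjusted p was under 0.05 with library size only (-0.54, edgeR adjusted p = 0.0320) and with the Poisson test (-0.54, adjusted p = 0.00289). It was also under 0.05 with limma on log2(FPKM + 0.1) (-0.46, adjusted p = 0.0490) and on log2(FPKM + 1) (-0.18, adjusted p = 0.0264). In 9 of the 13 alternatives it was not. Trpm6 (225997) had a log2 fold change of -2.40 over the whole process (standard error 0.46, edgeR adjusted p = 2.3e-04) and Trpv6 (64177) one of 2.12 (standard error 0.57, edgeR adjusted p = 0.00354). The early log2 fold change of Trpv6 was 1.70, and 0.11 with limma on log2(FPKM + 1), where it was not called. For Trpv4 (63873), with 6 to 15 counts per sample, no change was detectable at this depth (early 0.04, standard error 0.34, edgeR adjusted p = 0.928, and whole process -0.34, standard error 0.37, edgeR adjusted p = 0.417). Trpm3 (226025) with 179 counts had log2 fold changes of 0.18, 0.02 and 0.20 in the early phase, the late phase and the whole process, none of them called, and Trpc6 (22068) with 103 counts fell by 1.14 on the log2 scale in the late phase (edgeR adjusted p = 0.0324). This call of Trpc6 was lost with DESeq2 (adjusted p = 0.0870) and in 4 of 9 fits that each left out one replicate (edgeR adjusted p = 0.0674 to 0.130). Counts summed over all samples were 46 for Trpc5, 16 for Trpv3, 11 for Trpm1, 6 for Trpm2, 4 for Trpc7, 2 for Trpa1 and 1 for Trpm8, which is too few to follow over time. With the replicate block, the whole-process log2 fold change of Trpm7 was -0.70 and that of Trpv1 2.47 (correlation of deviations 0.0307 for the same number). The 112 gene changes compared all kept their direction and their side of the adjusted p threshold with the block.

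**Figure D3:**
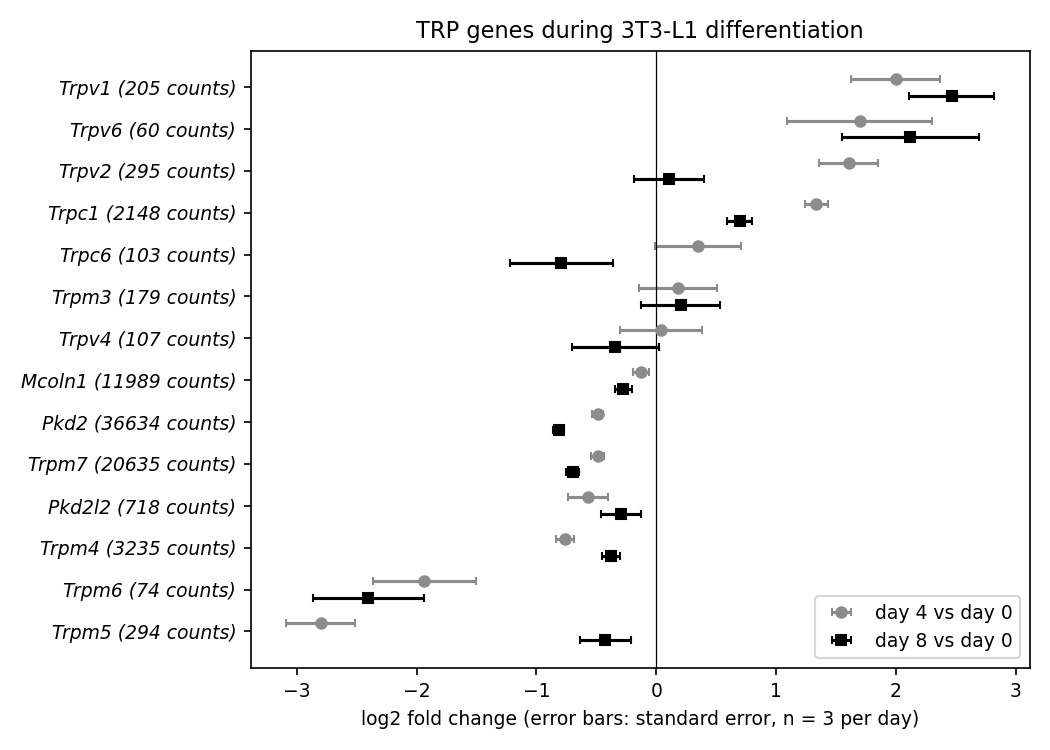
Log2 fold change of 14 tested TRP genes at day 4 (grey circles) and at day 8 (black squares) relative to day 0, with standard errors (n = 3 per day), sorted by the early change, with the counts summed over the 9 samples beside each symbol. Genes with few counts such as Trpv6 (60 counts) have wide error bars and Trpm7 (20635 counts) narrow ones.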

Our results demonstrated that the mRNA expression levels of *Trpv4*, *Trpm4*, *Trpm5*, and *Trpm7* were significantly decreased in the differentiated adipocytes (Figure 6B). On the other hand, the mRNA expression levels of *Trpv1*, *Trpv2*, *Trpv6*, and *Trpc1* were significantly increased, compared with preadipocytes (Figure 6C). To further explore the significances of those TRP channels in the pathological condition of obesity, we examined the mRNA expression of those TRP channels in the subcutaneous white adipose tissue (sWAT) from DIO mice. Our data revealed that the mRNA expression levels of *Trpv2* and *Trpv4* were significantly increased, whereas those of *Trpv1* and *Trpm7* were significantly decreased, compared with the ND-treated mice (Figure 6D). These results suggested that those TRP channels, especially *Trpv1*, *Trpv2*, *Trpv4*, and *Trpm7*, might be involved in the regulation of adipocyte differentiation and obesity.

**FIGURE 6:**
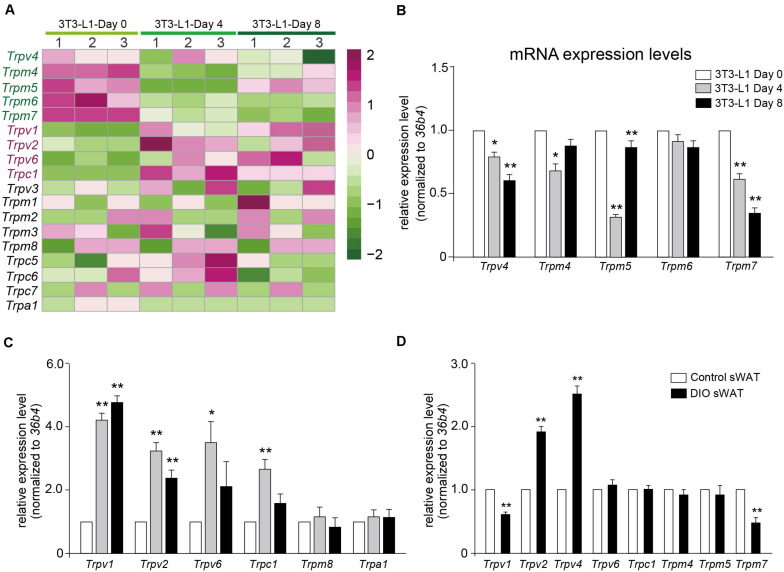
Validation of TRP channels by quantitative real-time PCR. **(A)** A transcription heatmap of the mRNA expression of transient receptor potential (TRP) channels in 3T3-L1 adipocytes. Color scale is shown in the right side. Upregulated or downregulated genes are represented by red or green bars. **(B,C)** The mRNA expression levels of *Trpv4*, *Trpm4*, *Trpm5*, *Trpm6*, *Trpm7*, *Trpv1*, *Trpv2*, *Trpv6*, *Trpc1*, *Trpm8*, and *Trpa1* in 3T3-L1 adipocytes from different differentiation stages. Mean ± SEM, *n* = 8, **P < 0.01. One-way ANOVA followed by two-tailed *t*-test with Bonferroni correction. **(D)** The mRNA expression levels of *Trpv1*, *Trpv2*, *Trpv4*, *Trpv6*, *Trpc1*, *Trpm4*, *Trpm5*, and *Trpm7* in subcutaneous white adipose tissue (sWAT) from control mice and diet-induced obesity mice. Mean ± SEM, *n* = 6, *P < 0.05, **P < 0.01. Unpaired Student’s *t*-test.

### Activation of Either TRPM7, TRPV1, or TRPV2 Suppressed the Differentiation of 3T3-L1 Cells

We next tested the functional roles of these TRP channels in the differentiation of 3T3-L1 adipocytes. As the Oil red O staining results show, either TRPM7, TRPV1, or TRPV2 activation by mibefradil, capsaicin, and 2APB significantly suppressed the differentiation of 3T3-L1 cells (Figures 7A–F). On the other hand, activation of TRPV4 by GSK101 did not affect the differentiation of 3T3-L1 cells (Supplementary Figures S2A,B). Those results suggested that TRPM7, TRPV1, and TRPV2 may play important roles in the regulation of adipocyte differentiation.

**FIGURE 7:**
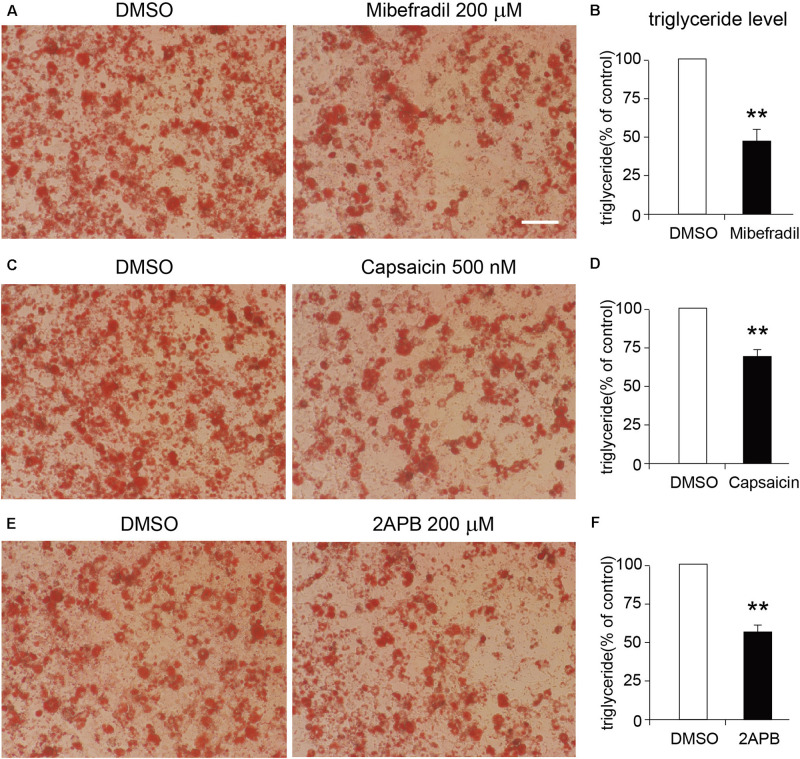
Effects of TRP channel agonists on the differentiation of 3T3-L1 cells. **(A,C,E)** The representative oil red O staining images of 8-day-differentiated 3T3-L1 adipocytes treated with DMSO or each TRP channel agonist, respectively. Scale bar indicates 100 μm. **(B,D,F)** The quantitative results of the oil red O staining images of 8-day-differentiated 3T3-L1 adipocytes treated with DMSO or each TRP channel agonist. Mean ± SEM, *n* = 8, **P < 0.01. Unpaired Student’s *t*-test.

## Discussion

In the present study, we demonstrated that a lot of genes were up- or down-regulated during adipocyte differentiation. Most of the gene expression changes occurred in the early 4 days of differentiation. 

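The early phase had 2335 differentially expressed genes and the late phase 928, a ratio of 2.52. The ratio moved most with edgeR's test against a fold change of 2 (glmTreat), to 4.24, and was 2.54 with the replicate block (correlation of deviations 0.0307 for the same number). Of the 2369 genes that differed over the whole process, 1649 (69.6%) had already changed in the same direction at day 4. Of the genes changed early, 592 changed again in the late phase, 380 of them in the opposite direction and 212 in the same direction. A measure without thresholds was the Euclidean distance between the day means of log2 CPM over all tested genes. It was 121.7 between day 0 and day 4, 65.2 between day 4 and day 8 and 128.8 between day 0 and day 8. The early step thus made up a share of 0.651 of the path from day 0 over day 4 to day 8, and computed for each replicate number separately the share was 0.637 ± 0.00651 (SD, n = 3). From these early changes, the paper proposes that the first 4 days might play a decisive role in adipocyte differentiation.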

GO and KEGG analyses demonstrated that these altered genes were mainly involved in metabolic process, lipid metabolism, and oxidation–reduction process. Moreover, our results showed that the mRNA expression levels of several TRP channels were altered during the adipocyte differentiation. Activation of either TRPM7, TRPV1, or TRPV2 by mibefradil, capsaicin, and 2APB significantly suppressed the differentiation of 3T3-L1 adipocytes, suggesting that TRPM7, TRPV1, and TRPV2 may be involved in adipocyte differentiation.

Transcriptome changes result in the proteome alteration in cells, which subsequently affect the molecular and cellular functions. The 3T3-L1 cell is a model cell line, which could be inducted from preadipocytes (fibroblast-like cells) to the differentiated adipocytes (round cells with lipid droplets) (Figure 1). 3T3-L1 adipocyte differentiation was conducted in a Petri dish *in vitro*. This allows us to investigate the mechanism of adipocyte differentiation. Therefore, we performed RNA-seq experiment to detect the transcriptomic changes during adipocyte differentiation. Our results revealed that the major gene expressional and functional changes might occur in the early phase of adipocyte differentiation, suggesting that the early 4 days of differentiation might play a decisive role in adipocyte differentiation.

GO and KEGG analyses revealed that lipid metabolism and oxidation–reduction reaction are the major processes during differentiation of adipocytes, especially in the early 4 days of differentiation. On the other hand, signaling pathway changes, cell adhesion, and proliferation mainly happened in the late phase of adipocyte differentiation. These results suggested that lipid metabolism and oxidation-reduction reaction are the major processes in the early phase of adipocyte differentiation. In addition to the lipid metabolism, cell aging and signaling pathway are mainly involved in the late phase of adipocyte differentiation. These results were in coincidence with the morphological changes that we observed during adipocyte differentiation.

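Proliferation genes were followed with a hand-assembled list of 46 tested cell cycle genes. In the early phase 14 of them were downregulated (odds ratio 5.20, adjusted p = 3.6e-05, Fisher's exact test), and 42 were lower at an unadjusted p under 0.05. In the late phase 0 of the 46 were downregulated, and at an unadjusted p under 0.05 1 was lower and 15 were higher. Limma's camera test on all members gave a late shift upwards, with a median log2 fold change of 0.18 (adjusted p = 0.0161). With the replicate block, the early odds ratio for downregulated cell cycle genes was 5.18 (correlation of deviations 0.0307 for the same number). The late odds ratio, 0.370 without and 0.373 with the block, comes from a count of 0 and the 0.5 added to each cell. The proliferation marker gene Mki67 (NCBI gene ID 17345) fell from 11.2 ± 2.58 FPKM at day 0 to 4.28 ± 0.431 FPKM at day 4 (SD, n = 3, edgeR adjusted p = 3.7e-08) and had 4.77 ± 0.300 FPKM at day 8. Its late log2 fold change of 0.20 was not called (standard error 0.12, edgeR adjusted p = 0.187). The adjusted p was under 0.05 with the model of only the 2 days compared (edgeR adjusted p = 0.0339) and the Poisson test (adjusted p = 1.0e-04). The same held without day 0 replicate 2 (edgeR adjusted p = 0.0232). It stayed above 0.05 in 12 of the 14 alternatives and 8 of the 9 fits that left out a replicate.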

Birsoy et al. (2011) has compared the gene expression of adipogenesis *in vivo* and *in vitro* using 3T3-L1 cells in culture. The results demonstrated that 3T3-L1 adipocyte differentiation in culture shares similar expression patterns with the development of WAT *in vivo*, providing direct evidences that differentiation of adipocytes in culture recapitulates many of the transcriptional programs that are functional during the development of WAT *in vivo*. Moreover, a transcriptome analysis of adipose tissue from pigs revealed that DEGs are related to adipose growth, lipid metabolism, extracellular matrix, and immune response (Horodyska et al., 2019). Jang et al. (2016) performed RNA-seq during adipogenesis using the primary cultured brown adipocyte, They found 6,668 DEGs during adipogenesis but without GO and KEGG analyses. Our present study examined the transcriptional profile changes during adipocyte differentiation using a 3T3-L1 cell line. We performed KEGG and GO analyses, and hierarchical clustering for the first time, which demonstrated that the cellular functions during adipocyte differentiation are phase dependent, although lipid metabolism and metabolic processes are involved throughout the whole process of adipocyte differentiation.

The RNA-seq results revealed eight divergent gene expression patterns during adipocyte differentiation. The most significant patterns were profiles 2 and 7, which are first increased and decreased, respectively. The GO analysis revealed that these two patterns were mainly involved in increased metabolism ability, decreased immune responses, and cellular functions. Moreover, increased fat cell differentiation and decreased mRNA transcriptomic function were also enriched in profiles 2 and 7. These results clearly demonstrated the distinct expression patterns involving different cellular functions, which further help to understand the mechanism of adipocyte differentiation.

To date, calcium signaling is still not clear in adipocyte differentiation, although a series of literatures have been published. Most of the TRP channels are calcium-permeable channels. It has been reported that TRPV1, TRPV3, TRPM8, TRPC4, and TRPC6 were differentially expressed in preadipocytes and adipocytes (Bishnoi et al., 2013). Our present results demonstrated that the mRNA expression levels of *Trpv4*, *Trpm4*, *Trpm5*, and *Trpm7* were significantly decreased in the differentiated adipocytes. On the other hand, the mRNA expression levels of *Trpv1*, *Trpv2*, *Trpv6*, and *Trpc1* were significantly increased compared with that of the preadipocytes. We have previously reported that *Trpv1* and *Trpv3* mRNAs were significantly decreased, whereas *Trpv2* and *Trpv4* mRNAs were significantly increased in the WAT of either db/db or DIO mice (Sun et al., 2017a). Our data indicated that the mRNA expressions of *Trpv2* and *Trpv4* were significantly increased, whereas those of *Trpv1* and *Trpm7* were significantly decreased in the sWAT of DIO mice.

TRPV1 and TRPV3 were significantly decreased in the WAT of obese mice and involved in adipogenesis of WAT (Zhang et al., 2007; Cheung et al., 2015). TRPV2 is upregulated in mature brown adipocytes and is involved in the thermogenesis of brown adipocytes (Sun et al., 2016a, 2017b; Uchida et al., 2018). Mechanic stimulation-induced TRPV2 activation suppresses the differentiation of mouse brown adipocytes (Sun et al., 2016b). Besides, our data indicated that activation of either TRPV1 or TRPV2 suppresses the differentiation of 3T3-L1 adipocytes. TRPC1 regulates brown adipose tissue activity in a PPARγ-dependent manner (Wolfrum et al., 2018). TRPV4 is decreased in differentiated adipocytes and is involved in the regulation of adipose oxidative metabolism, inflammation, and energy homeostasis (Ye et al., 2012). TRPM4, but not TRPM5, has been reported to be required for adipogenesis (Nelson et al., 2013). Activating TRPM8 with menthol upregulated gene-uncoupling protein 1 (UCP1) expression in white adipocytes (Goralczyk et al., 2017; Jiang et al., 2017). Knockdown of TRPP3 repressed the expression of the brown fat signature UCP1 and peroxisome proliferator-activated receptor g coactivator 1a (PGC1a) (Goralczyk et al., 2017). In addition, TRPM7 has been reported to be involved in osteogenic differentiation of mesenchymal stromal cells through the osterix pathway (Liu et al., 2015). Our results also demonstrated that activation of TRPM7 inhibits 3T3-L1 adipocyte differentiation. It is interesting that TRPM7 has been shown to be activated by cellular expansion (Numata et al., 2007) and shear stress (Liu et al., 2015). Because adipocyte hypertrophy occurs in obesity, it is possible that this cellular distention activates TRPM7 and further leads to the changes in gene programs. Therefore, the roles of TRPM7 and TRPV2 in the regulation of adipocyte differentiation and obesity might involve a cellular distention mechanism.

## Conclusion

This study presents the description of transcription profile changes in adipocyte differentiation and provides an in-depth analysis of the possible mechanisms of adipocyte differentiation. Our data demonstrated that adipocyte differentiation mainly involves a metabolism process. The decreased immune responses and cell cycle occurred during the differentiation of adipocytes. In addition, the activation of TRPM7, TRPV1, and TRPV2 suppresses the differentiation of 3T3-L1 adipocytes. This study offers new insight into the understanding of the mechanisms of adipocyte differentiation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by all experimental procedures were carried out in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Animal Care and Use Committee of The 6th Affiliated Hospital of Shenzhen University Health Science Center.

## Author Contributions

WS, ST, and TZ were responsible for the concept and design of the study and performed data interpretation, presentation, and writing of the manuscript. WS, ZY, SY, CJ, YK, and LX were involved with the experimental and analytical aspects of the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DAVID, Database for Annotation: Visualization and Integrated Discovery
DEGs: differentially expression genes
DMEM: Dulbecco’s modified Eagle’s medium
GEO: Gene Expression Omnibus
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
TRP channels: transient receptor potential channels
TRPV: TRP vanilloid.

# Supplementary material for: A Transcriptomic Analysis Reveals Novel Patterns of Gene Expression During 3T3-L1 Adipocyte Differentiation
**Source:** Front Mol Biosci. 2020 Sep 16;7:564339. doi: 10.3389/fmolb.2020.564339
**Supplement:** Supplementary file 3

**Supplemental materials:**

**Supplemental figure legends**

**Figure S1. Gene expression** **data quality of RNA-seq from samples**

**A** Gene expression distribution of each sample. **B** Principal component analysis plot for the gene expression level of each sample. **C** Heatmap of the correlation between each sample with pearson method.

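The first panel of Fig. S1 shows, for each of the samples, how the expression values of its genes are distributed. The second panel reduces the expression values of all genes to a pair of axes along which the samples differ most, so that samples lying close together have similar expression. The third panel compares each sample with each other sample by Pearson's correlation across genes, and what separates the stages in it is the difference between the values within a stage and across stages.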

**Figure S2. Effects of GSK101 on the differentiation of 3T3-L1 adipocytes**

**A** The representative oil red O staining images of 8-day-differentiated 3T3-L1 adipocytes treated with DMSO or GSK101. Scale bar indicates 100 μm.

**B** The quantitative results of the Oil red O staining images of 8-day-differentiated 3T3-L1 adipocytes treated with DMSO or GSK101. Mean ± SEM, n = 8, n.s. indicates no significant difference. Unpaired Student's t-test.

How the deposited data were processed for this re-analysis (not part of the article)

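RNA-seq data of 3T3-L1 cells at day 0, day 4 and day 8 of differentiation were used, with 3 replicates per day (9 samples). The sample titles give the day and the replicate number, which match Table 2. The paper's methods state that each sample was a mixture of RNA and that a service provider sequenced on an Illumina platform, while the sample labels name a library kit for another platform. The authors removed reads of low quality, with adaptors or with many unknown bases, mapped the clean reads to a reference with HISAT/Bowtie2 and estimated expression with RSEM. The deposited expected counts are RSEM's estimated counts per gene, without normalization, and 29.8% of them are not whole numbers. The deposited FPKM values were scaled by the authors to the effective length of each gene and to the depth of the sample, and the lowest FPKM above 0 is 0.01. The genome build and the versions of the mapping and quantification tools are not given in the paper's text, so no coordinates are printed. Gene symbols and NCBI gene IDs are those of the files, 19040 of the 19094 IDs matched the reference gene table, and 26 symbols that had been changed to dates were restored from their IDs.

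Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by day, and library sizes were scaled with TMM factors. All 9 samples entered one quasi-likelihood model (glmQLFit and glmQLFTest) with a coefficient per day and no covariate. The standard error of a log2 fold change is its size divided by the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change above 2. Normalized values are CPM from the TMM-scaled library sizes, with a prior count of 2 on the log2 scale. FPKM means and SDs per day come from the deposited FPKM values. The depth was between 18216114 and 20452144 expected counts per sample, and counts of 3 per sample served as the detection floor.

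Gene lists were written by hand before the data were examined, since GO and KEGG annotations were not used here. The 20 lists were tested by one-sided Fisher's exact tests among the called genes against all tested genes, and odds ratios were computed with 0.5 added to each cell. Profiles were defined by the early and the late call of each gene. Principal components and correlations used log2(FPKM + 1), a pseudocount of 1. Random lists for the comparisons in the closing section numbered 10000 and were matched on 10 classes of expression and 5 classes of gene length. Shared reads were judged from 50-base stretches of GENCODE vM21 transcripts of 88 of the named genes. A gene was treated as uncertain where more than 20% of its stretches occur in transcripts of other genes.

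The text names genes by a rule set before the data were examined. It names genes that the paper names for the RNA-seq experiment and members of the gene lists. For each comparison it also names the 5 largest rises and the 5 largest falls among the differentially expressed genes with an average log2 CPM of at least 1 and complete separation of the samples of both days. One gene covered by this rule is not reported here. Genes of the lists written for the hypotheses in the closing section are given as medians and counts only.

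The alternatives tried were DESeq2's median-of-ratios factors (RLE), upper-quartile factors and library size alone for the normalization. For the test they were the Wald test of DESeq2 1.42.0, edgeR's exact test, a Poisson test on counts summed over replicates, edgeR's glmTreat against a fold change of 2, and limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1). Other filters were no filter and at least 10 counts in every sample, another threshold was an adjusted p under 0.001, and separate models were fitted to the samples of the 2 days compared. A replicate block was added with the replicate number as a factor, the pairing being taken from the replicate numbers in the sample titles and Table 2, and each of the 9 samples was left out in turn. Profiles were also assigned by correlation with the shapes and by fold change alone. The lists were also tested with limma's camera and with a background of genes with an average log2 CPM of at least 1. The steps were tested on simulated data with 200 changed genes among 13044, of which edgeR's quasi-likelihood test recovered 200 with 0 unchanged genes called, DESeq2 199 and limma 190. The Poisson test recovered 200 and called 22 unchanged genes. The changed genes were drawn from genes averaging at least 10 counts, with a log2 fold change of size 2. The simulated biological coefficient of variation was 0.1, and all other genes were left unchanged. Recovery near the 2-fold threshold or in genes with few counts was therefore not tested. Quantitative RT-PCR, tissue of obese mice, oil red O staining and agonist experiments were not analysed here.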

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

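The tests in this part were chosen after the values were seen. The Ear genes, a family of ribonucleases that the paper does not discuss, were close to absent at day 0. In the edgeR fit, 4 of the 6 listed had the largest rises of the early phase among genes with an average log2 CPM of at least 1. Ear6 rose by a log2 fold change of 9.19, and Ear10, with 2 counts in all, was not tested. Summed over the 6 listed Ear genes, the signal was 0.0157 ± 0.0272 CPM at day 0, 213.7 ± 22.5 CPM at day 4 and 41.1 ± 6.96 CPM at day 8 (SD, n = 3). The summed expected counts were 0 to 1 per sample at day 0 and 3934 to 4709 at day 4, well above the floor of 3 counts. Reads moved between members of the family would leave their sum unchanged, but the sum of 213.7 CPM rose as the members did, so shared reads within the family leave the rise unexplained. Reads from genes outside the family were not tested. Macrophages or eosinophils among the day 4 cells would bring their marker genes, and 2 of the 17 marker genes found had a day 4 mean of at least 1 FPKM (3.13 and 1.30). Library sizes differed little between the days, with TMM factors from 0.954 to 1.05, so scaling leaves the rise unexplained as well. An unrecorded difference confined to 1 day 4 sample would leave the other samples near their day 0 level. The summed counts were 3934 to 4709 in the day 4 samples and 651 to 874 in the day 8 samples, which argues against it. A condition shared by all differentiated cultures of this single series was not tested, and the cause of the rise stays unknown.

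Pkd2 (NCBI gene ID 18764) and Mcoln1 (94178), channels of the TRP superfamily that Fig. 6A does not show, were expressed at all 3 days. Their mean over the 9 samples was 38.8 FPKM for Pkd2 and 32.8 FPKM for Mcoln1, above that of Trpm7, the most expressed channel of the heatmap. Pkd2 had 52.8 ± 0.823 FPKM at day 0, 35.9 ± 1.74 at day 4 and 27.7 ± 0.818 at day 8 (SD, n = 3), with a log2 fold change of -0.82 over the whole process (standard error 0.05, edgeR adjusted p = 2.2e-10), below the 2-fold threshold. Mcoln1 had 37.3 ± 3.64 FPKM at day 0, 32.6 ± 1.62 at day 4 and 28.5 ± 1.31 at day 8 (SD, n = 3), with a log2 fold change of -0.27 (standard error 0.07, edgeR adjusted p = 0.00226). Reads shared with other genes would need shared sequence, and at most 1.30% of the 50-base stretches of either gene occur in transcripts of other genes. Pkd2 and Mcoln1 had 36634 and 11989 counts in all, so depth does not limit the result. Technical explanations other than shared reads and depth were not tested. Pkd2l2 (53871) had 718 counts and an early log2 fold change of -0.57 (standard error 0.17, edgeR adjusted p = 0.00693), which was not called at the 2-fold threshold.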

How the results depend on the processing

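The alternatives were set before the data were examined. Across 38 main results, the 342 values from the 9 fits that each left out one replicate all kept their direction and their side of the threshold or stayed within the allowed range. The other alternatives gave 526 values for these results, of which 456 did so too, 66 moved, 1 became weaker, 1 became stronger and 2, both odds ratios from counts of 0, passed to the other side of 1. The cause was not tested for any of the changes. For gene counts, the allowed range was a wide, fixed fold difference from the main fit. For the early to late ratio and the variance on the first components, it came from the spread of the same 9 fits. For those results, staying within it in the 9 fits was nearly fixed in advance and is no test of stability. With limma on log2(FPKM + 1), the numbers of upregulated and downregulated genes were 708 and 565 in the early phase, 753 and 528 over the whole process and 224 and 136 in the late phase. The numbers shared between comparisons were then 115 for all 3, 109 for early and late, 756 for early and whole and 98 for whole and late, with 38 for late only and 312 for whole only. Profiles 1 to 8 held 104, 543, 66, 99, 54, 32, 506 and 5 genes and the early to late ratio was 3.54. The late odds ratio of cell adhesion was 2.66 (adjusted p = 0.202, Fisher's exact test) and that of downregulated cell cycle genes 1.02 instead of 0.370. The latter is no change of direction, since 0 of the 46 genes were downregulated in both fits and the odds ratio follows from the 0.5 added to each cell and the number of other downregulated genes, and the same holds for its value with glmTreat.

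With glmTreat against a fold change of 2, the numbers were 664 downregulated early, 571 over the whole process and 129 late, with 248 upregulated late, 126 in all 3 comparisons, 121 early and late, 78 whole and late and 52 late only. Profiles 1, 3, 4, 5, 6 and 8 held 98, 91, 95, 59, 32 and 2 genes, the ratio was 4.24 and the late odds ratio of downregulated cell cycle genes was 1.08, again from 0 genes. With at least 10 counts in every sample, the numbers were 831 upregulated early, 310 upregulated and 173 downregulated late, 125 in all 3 comparisons, 159 early and late and 121 whole and late, with 65, 93, 118, 72 and 8 genes in profiles 3, 4, 5, 6 and 8 and a ratio of 3.28. Genes without counts at one of the days gave no value under this filter. At an adjusted p under 0.001 there were 221 genes downregulated late, 222 in all 3 comparisons, 72 in profile 6 and 7 in profile 8, with a ratio of 3.15. Without a filter, 176 genes were late only. Limma on log2(FPKM + 0.1) gave 119 genes in profile 5 and a ratio of 2.85. Assignment by correlation with the profile shapes gave 445 genes in profile 3 and 245 in profile 8, and calls by fold change alone gave 32 in profile 8. For cell cycle genes in the late phase, limma's camera test gave an adjusted p = 0.0161 for a shift upwards. Genes detected numbered 11236 at an FPKM of at least 1 and 12710 with at least 10 expected counts. The median correlation between replicates was 0.994 on log2 CPM (TMM), 0.990 on log2(FPKM + 0.1) and 0.998 on untransformed FPKM, and the variance on the first 2 components was 74.4% on log2(FPKM + 0.1) and 97.7% on untransformed FPKM.

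For 112 gene changes, the 9 fits that each left out one replicate gave 1008 values. Of these, 982 kept their direction and their side of the adjusted p threshold, 10 were weaker, 6 stronger and 10 reversed. The other alternatives gave 1521 values for the gene changes, with 1449 unchanged, 38 weaker, 21 stronger and 13 reversed. These tallies used the adjusted p alone, without the fold change threshold. Trpv1 over the whole process counted as unchanged in all other alternatives, although its log2 fold change ran from 0.44 to 2.51 there. All reversed values belong to TRP genes with at most 295 counts in the 9 samples together and a log2 fold change near 0. Trpm3 had early values of -0.0051 with limma on log2(FPKM + 1) and -0.033 with limma on log2(FPKM + 0.1), and a late value of -0.0222 with library size only and -0.023 with the Poisson test on summed counts. Trpv2 over the whole process had -0.0030 with library size only, -0.0036 with the Poisson test, -0.0046 with limma on log2(FPKM + 0.1) and -4.3e-04 with limma on log2(FPKM + 1). Trpv4 in the early phase had -0.0265 with library size only, -0.0279 with the Poisson test, -0.0141 with limma on log2(FPKM + 0.1), -0.0100 with upper-quartile factors, and -8.2e-04 with limma on log2(FPKM + 1). Across the 9 fits that each left out one replicate, the log2 fold change of Trpm3 ran from -0.14 to 0.42 early, from -0.21 to 0.34 late and from -0.0226 to 0.40 over the whole process. That of Trpv2 over the whole process ran from -0.0375 to 0.29 and that of Trpv4 in the early phase from -0.0854 to 0.25. The adjusted p of Trpv6 early rose above 0.05 in 3 of these 9 fits (edgeR adjusted p = 0.0581 to 0.0986) and that of Trpm7 late in 1 (edgeR adjusted p = 0.0777). That of Trpc6 late did so in 4 of the 9 (edgeR adjusted p = 0.0674 to 0.130) and with DESeq2 (adjusted p = 0.0870). Depth limits the TRP genes with few counts, for which changes as small as these are not detectable. The separate models for the 2 days compared gave no value for 4 changes of Trpv6, Trpm6 and Trpc6. The stronger values had an adjusted p under 0.05 that the main fit lacked. With a replicate left out, they were Mcoln1 early (edgeR adjusted p = 0.0232) and late (0.0446), and Pkd2l2 over the whole process (0.0192) and late (0.0430). Trpv1 late (0.0424) and Mki67 late (0.0232) were the others. With the other alternatives, they belonged to Mcoln1, Pkd2l2, Mki67, Trpc6 and Trpm5.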

Differences from the paper's values

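The paper gives no ranges for the numbers compared here. Its methods name NOIseq and PossionDis for the differentially expressed genes, and NOIseq was not among the alternatives tried here. A value counts as within range, or as closing the gap, when it lies within a tolerance chosen for this comparison. The tolerance is a fixed ratio to the paper's value, or a difference no larger than the spread of the fits that left out a replicate. The ratio is wide, since it takes in 894 genes against 602, so within range does not mean that the values match. For profile 4, about 130 genes in the paper, 194 genes were within it and 197 were not. Profile 1 held 183 genes, against the paper's about 59 in Fig. 5A, read by eye, and none of the alternatives set before the data were examined closed the gap. Profile 2 held 894 genes, well above the paper's 602, and still counted as within range. Without a filter (1053 genes) and in some fits that left out a replicate, such as that without day 4 replicate 1 (968), it did not. Profile 4 held 198 genes, against the paper's about 130 in Fig. 5A, read by eye. It fell within range with an adjusted p under 0.001 (142 genes), at least 10 counts in every sample (93), the DESeq2 Wald test (176) and glmTreat (95). Limma on log2(FPKM + 0.1) (166) and on log2(FPKM + 1) (99), RLE factors (194) and 1 of the 9 fits that left out a replicate also brought it within range. The others did not. Profile 6 held 153 genes, against the paper's about 55 in Fig. 5A, read by eye. An adjusted p under 0.001 and at least 10 counts in every sample (72 genes each) and glmTreat and limma on log2(FPKM + 1) (32 genes each) brought it within range, and the others did not. Profile 7 held 849 genes, against the paper's about 510 in Fig. 5A, read by eye, for which the paper's text also states the exact number. At least 10 counts in every sample (628), glmTreat (603), limma on log2(FPKM + 1) (506) and the models of only the 2 days compared (709) brought it within range, and the others did not. Profile 8 held 19 genes, against the paper's about 170 in Fig. 5A, read by eye, and only assignment by correlation with the profile shapes (245) came within range.

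In the Venn diagram, 412 genes changed in the early phase only, against the paper's about 230 in Fig. 2D, read by eye, and limma on log2(FPKM + 1) (293) alone closed the gap. Genes shared by the early phase and the whole process numbered 1331, against the paper's about 570 in Fig. 2D, read by eye, and limma on log2(FPKM + 1) (756) alone closed the gap. Over the whole process only, 477 genes changed, against the paper's about 280 in Fig. 2D, read by eye, and at least 10 counts in every sample (396), glmTreat (394) and limma on log2(FPKM + 1) (312) closed the gap. In all 3 comparisons 336 genes changed, against the paper's about 47 in Fig. 2D, read by eye, and none of the alternatives closed the gap. The early and late phases shared 256 genes, against the paper's about 86 in Fig. 2D, read by eye, with glmTreat (121) and limma on log2(FPKM + 1) (109) within range. The whole process and the late phase shared 225 genes, against the paper's about 54 in Fig. 2D, read by eye, with glmTreat (78) alone within range. In the late phase only, 111 genes changed, against the paper's about 31 in Fig. 2D, read by eye, with glmTreat (52) and limma on log2(FPKM + 1) (38) within range. For each of these regions, the remaining alternatives did not close the gap. The regions of Fig. 2D that belong to the early phase add up to less than the paper's own number of genes changed early, so the diagram and the text of the paper cannot both be met. The setting that brought the most regions within range, limma on log2(FPKM + 1), gave 708 upregulated and 565 downregulated genes in the early phase, against the paper's 1295 and 1114, while the numbers of the edgeR model, 1285 and 1050, were within range.

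Fig. 5B lists example genes beside each profile. Those beside profile 3, which is drawn as rising throughout, were all lower at day 8 than at day 0 (9 genes, log2 fold changes from -2.76 to -0.91), with -2.29 for Cyr61 (NCBI gene ID 16007) and -1.62 for Ccnd1 (12443). Those beside profile 8, which is drawn as falling throughout, were all higher at day 8 (9 genes, log2 fold changes from 0.73 to 1.30), with 0.73 for Calr and 1.19 for Col6a2. The paper places changes of cell adhesion and proliferation mainly in the late phase. On the list for cell adhesion, 28 of 64 genes changed in the early phase (odds ratio 3.65, adjusted p = 6.1e-06, Fisher's exact test) and 13 in the late phase (odds ratio 3.49, adjusted p = 0.00145, Fisher's exact test), so that the enrichment was alike. Its upregulated members were enriched in the late phase alone (odds ratio 4.92, adjusted p = 2.6e-04, Fisher's exact test, against 1.03 in the early phase), and its downregulated members in the early phase alone (odds ratio 6.21, adjusted p = 1.5e-08, Fisher's exact test, against 1.38 in the late phase). On the cell cycle list, 14 of 46 genes were downregulated in the early phase and 0 in the late phase, where 1 gene was lower and 15 were higher at an unadjusted p under 0.05. Fig. 6A colours Trpm8 in several samples, and the files hold 1 expected count for it, in 1 sample.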

Other observations

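The tests on glucocorticoid-induced genes and on ATF4 target genes were chosen after the results were seen, and for Rplp0 the rule for mixed outcomes was set after a first version of that test was seen. In models of the 6 samples of each comparison, 2243 genes changed in the early phase, 2291 over the whole process and 871 in the late phase. Of the 10 ways to split 6 samples into 3 and 3, 4 part all same-numbered pairs as the real split does, and among those 4 only the real one (1 of 4) gave as many changed genes, in each of the 3 comparisons. The 9 other splits gave 0 changed genes, with 25 to 83 genes at an unadjusted p under 0.05 in the early phase, 18 to 40 over the whole process and 70 to 254 in the late phase. The 6 splits that do not part all pairs put replicates with the same number on one side. With 10 splits the share cannot fall below 0.1, so this test could not have ruled out a grouping by chance whatever the data, and the real split is not told apart from it by this test.

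The extract protocol in the sample labels names dorsal root ganglia instead of 3T3-L1 cells, and a library kit for BGI's own sequencer where the paper names an Illumina instrument. Of 20 marker genes of that tissue listed by hand, 19 were in the files and 2 had a mean of at least 1 FPKM over the 9 samples, Avil (1.11) and P2rx3 (15.4). Together with the adipocyte genes at days 4 and 8, this leaves no sign of ganglion tissue beyond these 2 genes, and no biological explanation was tested.

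The paper's quantitative RT-PCR values were divided by 36B4 (Rplp0, NCBI gene ID 11837), whose FPKM in the RNA-seq data was 0.845 times its day 0 value at day 4 and 0.648 times at day 8, a log2 fold change of -0.51 over the whole process (standard error 0.05, edgeR adjusted p = 5.5e-08). The value of Rplp0 is uncertain, since 41.8% of its 50-base stretches occur in transcripts of other genes. The paper's directions were read by eye from Fig. 6B and 6C and compared by the sign of the mean change alone. Of 13 directions that the paper marks as significant for TRP genes, 2 were not met by the mean FPKM, Trpv4 at day 4 and Trpv2 at day 8, both with a ratio of 1.00 to day 0. Divided by Rplp0, 1 of these 2 took the paper's direction (Trpv2) and 2 others left it (Trpv4 at day 8, 1.13, and Trpm5 at day 8, 1.06). For these 2 others, no change over the whole process was called (edgeR adjusted p = 0.417 for Trpv4 and edgeR adjusted p = 0.0837 for Trpm5). As Rplp0 fell, dividing by it raises all ratios of a day, and a ratio of 1.00 had to become 1.18 at day 4 and 1.54 at day 8. Such a ratio must take the paper's direction if that is up and cannot if it is down, so this count is no test. Whether a change of the reference gene Rplp0 between days lies behind the directions against the paper's cannot be told from these values. Across 79 ribosomal protein genes, the median log2 fold change was -0.22 over the whole process, and 70 of them were lower at day 8. A change of scaling moves all genes nearly alike and is no test of these falls: with library size only, the median was -0.13 for all genes over the whole process and -0.34 for the ribosomal protein genes.

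Dexamethasone was in the medium from day 0 to day 2, and a candidate explanation for genes that were high at day 4 and lower at day 8 is its removal after day 2. Day 4 cells had already spent 2 days without it, so the late phase compares no cells in dexamethasone with cells out of it. IBMX left the medium at the same change. On a list of 30 glucocorticoid-induced genes, 27 were tested, and their median log2 fold change was 2.55 in the early phase and -0.87 in the late phase, where 22 were lower and 5 higher. Of the 27, 12 were called downregulated and 3 upregulated late. The late median was below those of all 10000 random lists matched on expression and gene length (percentile 0). It was also below those of all 10000 random lists drawn from the 100 genes nearest to each member in early change (percentile 0), whose medians had a median of 0.04, so a general fall of genes that had risen by day 4 leaves it unexplained. The genes whose late falls had prompted the list were left out of it. Induction of the same genes by differentiation itself or by IBMX was not separated from dexamethasone, since every differentiated culture received them together. The removal of dexamethasone from the medium therefore remains a hypothesis.

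Ddit3 (NCBI gene ID 13198) fell by day 4 and rose from day 4 to day 8, with a late log2 fold change of 1.23 (standard error 0.07, edgeR adjusted p = 9.4e-10). The medium was not changed between day 4 and day 8, and amino-acid depletion of that medium may raise targets of the transcription factor ATF4. Of 25 ATF4 target genes listed, 24 were tested, and their median late log2 fold change was 0.37, above those of all 10000 random lists (percentile 100), with 22 higher and 2 lower. Among random lists with a similar early change its percentile was 99.85, so a general rise of genes that had fallen by day 4 leaves it unexplained. Ddit3 itself was left out of the list. The shift was small, as 3 genes were called upregulated, and in the early phase the median was -0.69. Amino acids in the medium were not measured, other stresses raise the same genes, and day 0 cells had been grown to near confluence, so amino-acid depletion stays a hypothesis.

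Genes marking brown fat cells differed in level, with 4 counts of Ucp1, 17 of Cidea, 4 of Prdm16, 299 of Cox8b, 83 of Elovl3 and 4092 of Ppargc1a in the 9 samples together. Of the 8 tested genes on the list for brown fat cell differentiation, 6 were upregulated in the early phase (odds ratio 24.1, adjusted p = 8.1e-05, Fisher's exact test). Elovl3 rose by a log2 fold change of 6.60 over the whole process (standard error 0.91, edgeR adjusted p = 1.5e-05) and Ppargc1a by 0.39 (standard error 0.07, edgeR adjusted p = 5.8e-05). Ppargc1a first fell by 0.59 in the early phase (standard error 0.07, edgeR adjusted p = 1.7e-06) and then rose by 0.98 in the late phase (standard error 0.07, edgeR adjusted p = 1.1e-08). Cox7a1 rose by a log2 fold change of 5.71 over the whole process (standard error 0.31, edgeR adjusted p = 1.1e-10), from 0.23 ± 0.0693 FPKM to 12.2 ± 1.59 FPKM (SD, n = 3). Of the 6 interferon genes listed in the files, no sample had more than 3 counts, and all samples together had 11.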
